# Treatment of Glucocorticoids Inhibited Early Immune Responses and Impaired Cardiac Repair in Adult Zebrafish

**DOI:** 10.1371/journal.pone.0066613

**Published:** 2013-06-21

**Authors:** Wei-Chang Huang, Chung-Chi Yang, I-Hui Chen, Yu-Min Lawrence Liu, Shing-Jyh Chang, Yung-Jen Chuang

## Abstract

Myocardial injury, such as myocardial infarction (MI), can lead to drastic heart damage. Zebrafish have the extraordinary ability to regenerate their heart after a severe injury. Upon ventricle resection, fibrin clots seal the wound and serve as a matrix for recruiting myeloid-derived phagocytes. Accumulated neutrophils and macrophages not only reduce the risk of infection but also secrete cytokines and growth factors to promote tissue repair. However, the underlying cellular and molecular mechanisms for how immune responses are regulated during the early stages of cardiac repair are still unclear. We investigated the role and programming of early immune responses during zebrafish heart regeneration. We found that zebrafish treated with an anti-inflammatory glucocorticoid had significantly reduced heart regenerative capacities, consistent with findings in other higher vertebrates. Moreover, inhibiting the inflammatory response led to excessive collagen deposition. A microarray approach was used to assess the differential expression profiles between zebrafish hearts with normal or impaired healing. Combining cytokine profiling and immune-staining, our data revealed that impaired heart regeneration could be due to reduced phagocyte recruitment, leading to diminished angiogenesis and cell proliferation post-cardiac injury. Despite their robust regenerative ability, our study revealed that glucocorticoid treatment could effectively hinder cardiac repair in adult zebrafish by interfering with the inflammatory response. Our findings may help to clarify the initiation of cardiac repair, which could be used to develop a therapeutic intervention that may enhance cardiac repair in humans to compensate for the loss of cardiomyocytes after an MI.

## Introduction

Cardiovascular diseases have long been the leading cause of morbidity and mortality worldwide [1], in which myocardial infarction (MI) is associated with the highest risk of death and complications [2]. After a MI episode, the blood supply to the affected region is disrupted, which causes cardiomyocyte death in the infarcted area. In patients who survive the MI, fibrotic tissue replaces the damaged myocardium [3], resulting in reduced systolic function. In addition, fibrotic scar tissue disrupts previously synchronized ventricular contraction, leading to pathological cardiac remodeling, heart failure and eventual death. Thus, developing therapeutic approaches to repair the damaged heart is a major challenge for researchers and physicians alike [4].

Different from the four-chambered human heart, zebrafish (*Danio rerio*) heart has a simply two-chambered structure and is composed of one atrium and one ventricle. Despite the anatomical difference, numerous studies have shown that the embryonic morphogenesis, essential genes expression programming, and electrical activity of the human and zebrafish hearts are highly conserved, making zebrafish a suitable model organism to study cardiac development and related human diseases [5]. Unlike mammals, zebrafish have an astounding ability to regenerate many vital organs, including the heart [6] and central nervous system [7], which are difficult for fully grown mammals to repair after traumatic injuries [8]. Numerous studies have demonstrated that the adult zebrafish can fully repair its damaged heart from up to a 20% ventricular resection within two months. Massive cell proliferation occurs at the zebrafish injury site can overcome scar formation and allow the cardiac muscle to regrow fully [6]. Intriguingly, recent studies have suggested that adult mammals actually retain some ability to repair a damaged heart. According to an isotope tracking study by Bergmann *et al.*, more than 50% of cardiomyocytes in humans have been estimated to be replaced after birth [9]. A murine genetic fate tracking study also demonstrated that the mammalian myocardium can partially be regenerated after cardiac injury [10]. However, such regenerative ability cannot compensate the loss of cardiomyocytes in conditions like MI occurred in adult mammals.

Numerous wound healing studies have shown that inflammatory responses are highly associated with tissue repair. For example, glucocorticoid-treated mice failed to regenerate the wounded skin, which is accompanied by a significant down-regulation of pro-inflammatory cytokines [11]. Furthermore, glucocorticoid administration was associated with delayed clearing of dead cardiomyocytes in mice [12], indicating that the inflammatory process is tightly intertwined with post-infarction cardiac repair. In zebrafish, administration of glucocorticoids like beclomethasone also resulted in failed fin regeneration; however, it has been suggested that inflammatory response may not be necessary for accomplishing regeneration in the fin model [13]. Recently, in a traumatic brain injury model of zebrafish, Kyritsis *et al.* demonstrated that acute inflammation is necessary and sufficient for activating injury-induced molecular programs, promoting the proliferation of neural progenitors and subsequent neurogenesis [14]. Together, these studies have suggested that the initiation and control of tissue repair are highly associated with early immune responses in either the mouse or zebrafish, which may share a well-conserved mechanism for initiating cardiac repair among the vertebrates. However, the detailed correlation between acute immune regulation and the subsequent cardiac repair still remain unclear at this time.

In this study, we aimed to characterize the early inflammatory responses (within 72 hours post injury) during zebrafish cardiac repair. We found that zebrafish treated with an anti-inflammatory steroid had a significant reduction in cardiac regeneration capability. A microarray approach was used to evaluate the differential expression of the wound healing transcriptome in the hearts of normal and immunosuppressed zebrafish to provide an overall assessment of the genes that would be important for triggering cardiac repair during the early inflammation phase. Using transgenic labeling and immunostaining assays, we further demonstrated that impaired cardiac repair in zebrafish could be related to diminished phagocytes recruitment, angiogenesis and cell proliferation. Furthermore, inhibition of the immune response led to excess collagen deposition in the wound, supporting the prevailing hypothesis that scar formation opposes regeneration during cardiac repair [15]. Our findings demonstrate that the zebrafish cardiac repair capability can be controlled by manipulating its immune response.

## Results

### Elevation of Pro-inflammatory Cytokines at the Early Stage of Cardiac Repair in Adult Zebrafish

To investigate the role of inflammation at the early phase of zebrafish cardiac repair, we examined the expression profiles of five inflammatory marker genes, *il-1β*, *tnf-α*, *il-8*, *prostaglandin-endoperoxide synthase 2b (ptgs-2b)* and *myeloid-specific peroxidase (mpx)* within 3 dpa (Fig. 1). IL-1β and TNF-α are well-known pro-inflammatory cytokines that act as essential mediators to amplify inflammatory responses [11]. During the early stages of cardiac repair, a rapid and substantial elevation of both *il-1β* and *tnf-α* transcription could be detected at 3 hours post amputation (hpa). The relative expression folds of *il-1β* were: 79.2-fold at 3 hpa, 27.3-fold at 9 hpa, 11.6-fold at 1 dpa and dropped to 2.8-fold at 3 dpa (Fig. 1A). For *tnf-α* mRNA expression: 61.9-fold at 3 hpa, 29.2-fold at 9 hpa and 17.5-fold at 1 dpa. Interestingly, *tnf-α* mRNA expression was up-regulated again to 37.2-fold, which indicates a second wave of *tnf-α* induction has occurred in the early stages of cardiac repair (Fig. 1B). IL-8 is known to serve as a key chemokine for phagocytes recruitment during wound healing and also as a pro-angiogenic factor to promote vascular remodeling [16]. We observed a significant elevation of *il-8* mRNA expression during the early stages of cardiac repair, with an expression profile less than but comparable to *il-1β.* The relative expression folds of *il-8* were: 71.0-fold at 3 hpa, 50.7-fold at 9 hpa, 20.3-fold at 1 dpa, and 18.6-fold at 3 dpa (Fig. 1C). PTGS-2b, also known as COX-2b, is an enzyme responsible for the synthesis of important inflammatory mediators called prostanoids [17]. The relative expression folds of *ptgs-2b* were: 58.6-fold at 3 hpa, 7.4-fold at 9 hpa, 31.3-fold at 1 dpa and decreased to 5.3-fold at 3 dpa (Fig. 1D), which indicating a second but transient burst of *ptgs-2b* elevation at the early stages of cardiac repair. Myeloid-derived phagocytes recruitment has been observed during cardiac repair [18]; MPX, which is a lysosomal enzyme expressed by neutrophils and commonly denoted as an indicator of inflammation [19]. The relative expression folds of *mpx* were: 7.6-fold at 3 hpa, 8.5-fold at 9 hpa, 3.1-fold at 1 dpa and 1.8-fold at 3 dpa. The expression profile of *mpx* in the damaged heart suggests that, similar to the findings in mammals, neutrophils can be recruited to the site of injury and be activated quickly after traumatic cardiac injury in adult zebrafish (Fig. 1E).

**Figure 1:**
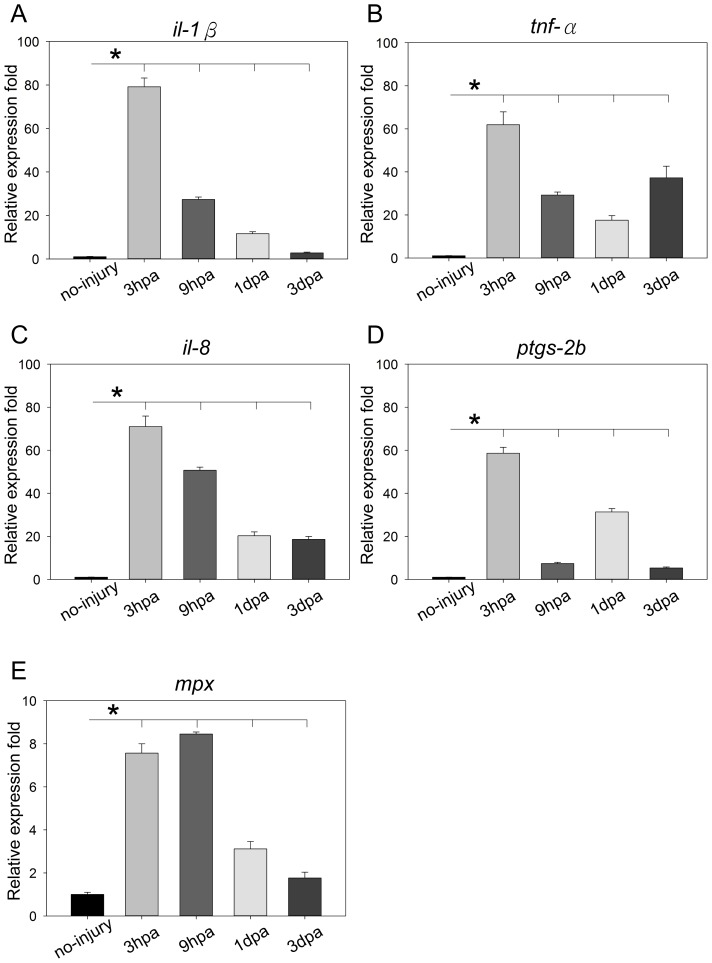
Elevation of pro-inflammatory cytokines during early cardiac repair. Whole hearts were harvested at different time intervals after ventricular resection (no-injury, 3 hpa, 9 hpa, 1 dpa, and 3 dpa). RT-qPCR was conducted using gene-specific primers for *il-1β, tnf-α, il-8, ptgs-2b* and *mpx*. The relative expression level was normalized to the no-injury control group. (A–E) Expression levels were compared to control groups. Strong and early elevation of pro-inflammatory cytokines could be detected early after cardiac injury (n = 3). The data represent the mean± SEM. *indicates p value<0.05.

### Inflammation was Required to Complete Cardiac Repair in Adult Zebrafish

The acute elevation of pro-inflammatory cytokines implied they are important during the early phase of zebrafish cardiac repair. To investigate the role of inflammatory responses during cardiac repair, we treated the zebrafish with the anti-inflammatory glucocorticoid, beclomethasone, for subsequent assays. We found exposure to beclomethasone (0.25 µM) significantly impaired cardiac repair in zebrafish. The aniline blue staining was used to visualize substantial collagen deposition (i.e., scar tissue) in the concave injury site, while a patch of blood clots remained to protect and cover the entire lesion (Fig. 2B and 2B’). In contract, we found that the zebrafish could regenerate from the ventricular amputation by 1 month in the vehicle control group, and only a few traces of collagen were detected (Fig. 2A and 2A’).

**Figure 2:**
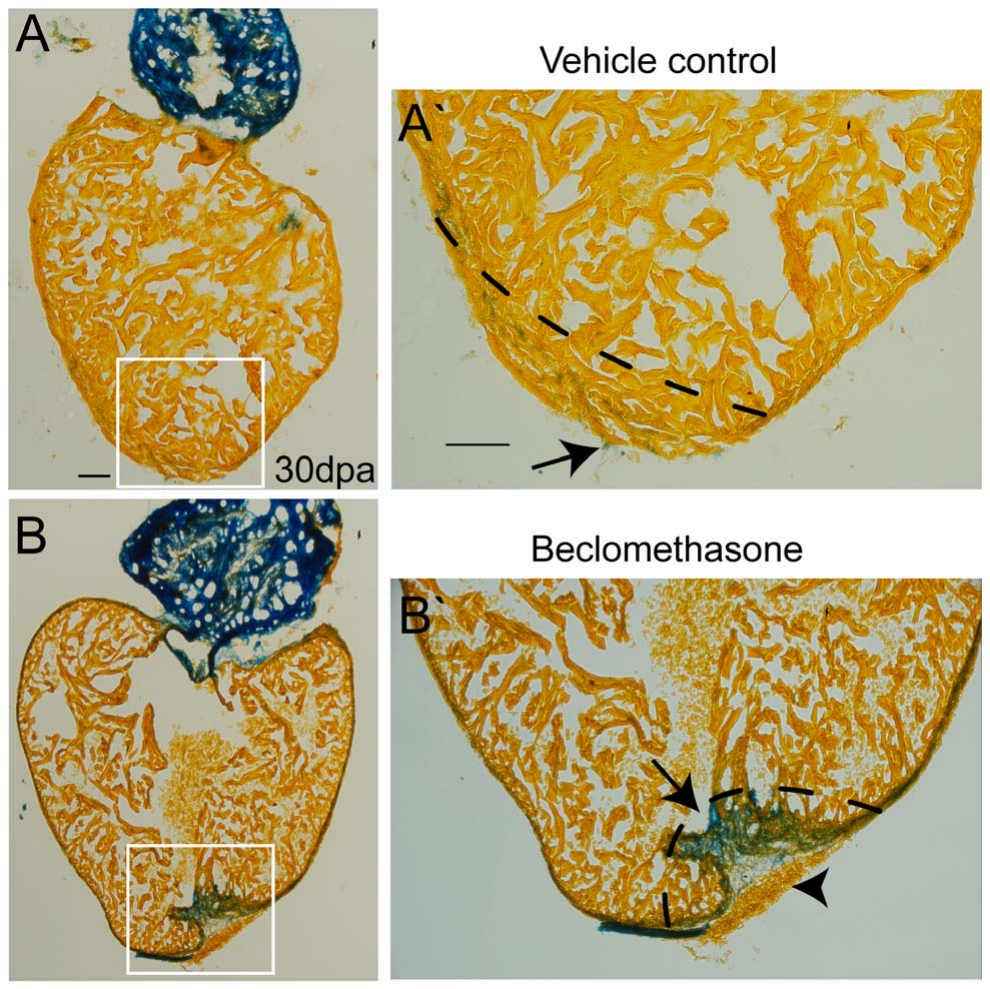
Treatment with beclomethasone caused impaired cardiac repair in zebrafish. Objects were sacrificed at 30 days post ventricular resection; heart sections were stained with aniline blue to distinguish scar tissue from normal tissue. Blue: scar tissue; Orange: normal tissue. (A, A’) In the vehicle control group, the zebrafish regenerated the injured hearts perfectly 1 month after injury. Only a few scar tissue (arrow) was detected in the wound (n = 17). (B, B’) Exposure to beclomethasone (0.25 µM) hindered the cardiac repair process. A large amount of scar tissue (arrow) was found in the wound instead of renewed cardiomyocytes. Meanwhile, obvious blood clots remained, which could be detected (arrow head) (n = 14, scale bar = 100 µm). The dashed lines indicate the approximate amputation plane.

To quantify and compare the amount of scar tissue in the recovering wound, we calculated the percentage of scar tissue compared to the entire ventricle. Only 0.42% of the scar tissue was detected in the ventricles of the vehicle control group at 30 dpa. In contrast, approximately 4.23% of the scar tissue still remained in the beclomethasone-treated group, which was not yet replaced by myocardium after 1 month. Our results revealed that scar removal was impaired by beclomethasone treatment in adult zebrafish after ventricular amputation.

Since glucocorticoid steroid treatment has been shown to exert wide impacts on physiology activities other than anti-inflammation, a second drug was used to confirm the essential role of inflammation during zebrafish cardiac repair. In this assay, the NSAID (non-steroidal anti-inflammatory drug) ibuprofen was used to repress inflammation during cardiac repair. Under ibuprofen (0.25 µM) treatment, we observed substantial amount of residual scar tissues and cellular debris within the wound at 1 month post injury (Fig. S1). The results are consistent with the beclomethasone-induced effects. Moreover, we examined and compared levels of the inflammatory marker gene transcripts, *il-1β*, *tnf-α* and *ptgs-2b*, under beclomethasone and ibuprofen treatments after ventricular resection. As expected, both drugs effectively repressed the acute inflammatory responses after cardiac injury at 16 hpa; due to the nature of NSAID, ibuprofen showed a more specific inhibition on *ptgs-2b* as compared with the beclomethasone (Fig. S2). These data suggested that suppression of the acute immune responses during zebrafish cardiac repair would block its inherent regenerative ability.

### Global Gene Expression Analysis Identified Significant Genes Down-regulated by Beclomethasone in Impaired Healing Hearts

We had learned that beclomethasone treatment impaired cardiac repair in zebrafish significantly. To assess the overall differential transcript expression in the initial phase of cardiac repair, we compared the overall gene expression profiles of hearts sampled under three conditions: no-injury, 1dpa-vehicle (i.e., normal healing), and 1dpa-beclomethasone (i.e., impaired healing), using the Agilent zebrafish specific 60-mer oligonucleotide microarray.

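The arrays compare ventricles in 3 states: after a sham operation that left the heart unhurt (no-injury), 1 day after resection in 0.002% DMSO (1dpa-vehicle), and 1 day after resection with 0.25 µM beclomethasone, a synthetic glucocorticoid (1dpa-beclomethasone). Transcripts of wound inflammation, such as il1b (a cytokine), ptgs2a (a prostaglandin synthase) and mmp13a (a collagenase), had their highest signal on the 1dpa-vehicle array. Transcripts of liver proteins, such as fga, a chain of the clotting protein fibrinogen, had theirs on the no-injury array. Each condition was 1 array of Cy3-labelled cRNA from 10 pooled ventricles, so there are no replicates, no test between conditions is possible, and the differences describe these 3 pools. The authors' scanner software, Feature Extraction, gave each spot an intensity with its background subtracted within the array and no scaling between arrays. Here each intensity was put on the log2 scale, spots of a probe were averaged, and the array's 75th percentile was subtracted. A probe entered a comparison when it was well above background on at least 1 of its 2 arrays, which 87.2% of probes were on no-injury, 81.4% on 1dpa-vehicle and 84.3% on 1dpa-beclomethasone. Where the dimmer side was not, its signal was replaced by the lowest signal well above background if that was higher; such a difference is called a bound, and "at least" marks one with a replaced signal. A gene's value is the median log2 difference over its probes that entered. Lists of genes that share a function were set beside 10000 random lists of the same size and mean signal, and a list stands apart when its median lies among their lowest or highest 2.5%. The median error that Feature Extraction gives a signal was 10.3% on no-injury, 10.6% on 1dpa-vehicle and 10.4% on 1dpa-beclomethasone, and it covers spots, not fish, extraction or labelling. The 1dpa-vehicle and 1dpa-beclomethasone arrays share a slide and scan, while the no-injury array has another slide, a single-exposure scan and another extraction protocol, so this batch and the injury cannot be told apart.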

Since treatment of beclomethasone had deleterious effects on zebrafish cardiac repair, we mainly focus on the transcripts that were originally elevated after injury while repressed under beclomethasone treatment. After normalization, we identified 2857 *D. rerio* transcript probes that were over-expressed by ≥ 3-fold in the 1dpa-vehicle group compared to the no-injury group. 

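At 1 day after resection, single transcripts with roles in inflammation and repair stood far above the no-injury level. They include mmp13a, the collagenase that cuts matrix collagen, socs3b, an inhibitor that cytokines induce, and mdka, the growth factor midkine. Immediate early genes, the transcription factors and regulators that cells switch on first after a stimulus, were higher as a group, as were the proteasome subunits that degrade proteins and the chaperones that fold them. Of 38866 probes that entered, 2256 were at least 3-fold higher on 1dpa-vehicle than on no-injury and 4721 at least 3-fold lower, and 95 and 989 of these were bounds. By gene, 1068 of 15670 named genes were at least 3-fold higher and 1507 lower. Among genes measured by several probes and not as a bound, mmp13a had a log2 difference of 6.49, ptgs2a of 5.69 and illr4, a lectin-type receptor of immune cells, of 5.43. The chaperone erp44 reached 4.75, socs3b 4.54, the histone gene h3f3d 4.41, mdka 4.07 and fanca, a DNA repair gene, 3.95; il1b and ptgs2b complete the 10 largest increases. Of 30 immediate early genes, 11 were at least 3-fold higher and 2 lower, with a median log2 difference of 1.10 at the 99.97th percentile of the random lists, but 0.62 and inside their range with normexp background correction. Among them, junba had 4.30, gadd45bb 4.04, fosab 3.46 and fosl2 2.72, whereas jund had -1.80. All 36 proteasome genes were above 0, with a median of 1.45 at the 100th percentile and of 0.85 at the lowest among the alternatives, led by psmc3 at 2.85, psmd11b at 2.34, psma6a at 2.14 and psmc6 at 2.10. Of 37 heat shock and unfolded protein genes, 13 were at least 3-fold higher, with a median of 1.11 at the 99.96th percentile. The largest were sdf2l1 at 3.31, serpinh1b, a collagen chaperone, at 3.11, ahsa1b at 2.49 and manf at 2.32, while the heat shock factor hsf1 had -1.99. Of the probes at least 3-fold apart, 32.3% were higher, against 50.7% with normexp background correction, 74.7% with median scaling, 52.1% with no scaling, 52.3% with quantile normalization, 45.6% with cyclic loess and 86.9% with spike-in scaling. The median over all probes was -0.32 with the 75th percentile, 0.32 with median scaling and 0.68 with spike-in scaling, so gene values after injury shift with the scaling by about that much.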

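With beclomethasone, several of the transcripts that stood highest in injured ventricles were lower, among them signals between cells such as il1b and the adipokine leptin (lepb), and so was the iron hormone hepcidin (hamp). Immediate early genes, which growth factors and cytokines switch on, were lower as a group. In the other direction, transcripts of a prostaglandin D synthase (ptgdsb.2) and of single genes of fast muscle and of epithelial junctions were higher. The 1dpa-vehicle and 1dpa-beclomethasone arrays lie on 1 slide. Of 37286 probes that entered, 292 were at least 3-fold lower on 1dpa-beclomethasone and 308 at least 3-fold higher, of which 62 and 66 were bounds. By gene, 138 of 15341 were at least 3-fold lower and 124 higher. After il1b, the largest decreases among genes with several probes, none of them a bound, were those of hamp with a log2 difference of -4.60 and lepb with -3.98. The collagenase gene mmp13a had -2.74, the collagen gene col10a1b -2.58, the sorting nexin gene snx10a -2.53, the immediate early gene fosab -2.49 and the glucagon gene gcga -2.39; the cyclooxygenase genes ptgs2a and ptgs2b were also among these 10. Among genes with several probes of like direction, all above background on both arrays, the largest increases were those of ptgdsb.2 with 4.73 and the muscle genes pvalb4, for the calcium buffer parvalbumin, with 3.47 and tnnt3b, for a fast troponin T, with 3.19. The troponin I gene tnni4b.3 had 1.99, and the epithelial genes pkp3a, cldng and krt1-19d had 2.55, 2.40 and 2.03. The annexin genes anxa3a and anxa4, for membrane-binding proteins, had 2.43 and 1.98, and the probes of sec61b lay far apart at 0.05 and 3.96. A separate list of skin and gill epithelium genes had a median of 0.70 here and of -0.96 on 1dpa-vehicle against no-injury, so it was lowest on 1dpa-vehicle. The second median was -0.34 with median scaling and -0.002 with spike-in scaling, while the first stayed at 0.57 and 0.60. Unequal amounts of that tissue in the pools and a change in the ventricle cannot be told apart for the epithelial genes. A separate fast skeletal muscle list had a median of 0.251, with 1 of 22 genes at least 3-fold higher. With probes above background on both arrays its median was 0.165 and no longer stood apart. Whether that tissue was carried along stays open. Of 30 immediate early genes, 7 were at least 3-fold lower and 0 higher, with gadd45bb at -1.95, egr2a at -1.94 and junba at -1.76. The share of higher probes among those at least 3-fold apart was 51.3%, but 40.0% with median scaling, 64.1% with no scaling and 72.1% with beta-actin scaling. The median over all probes was 0.07, and 0.23 and 0.33 with the last 2 scalings.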

We next identified 4064 transcript probes that were down-regulated by ≥ 3-fold in the 1dpa-beclomethasone group compared to the 1dpa-vehicle group (Fig. S3). 

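Transcripts that stood higher after injury and lower with beclomethasone include those of some genes of matrix remodelling, the digestion and rebuilding of the scaffold around cells, a list that was lower with beclomethasone but did not stand apart after injury. They include mmp9, a gelatinase, timp2b, an inhibitor of such proteases, and cthrc1a, a collagen-binding protein of scars. Genes of the hyaluronan link proteins hapln1a and hapln1b went the other way after injury. In all, 36737 probes could be measured in both comparisons. Of these, 169 were at least 3-fold higher on 1dpa-vehicle than on no-injury and at least 3-fold lower on 1dpa-beclomethasone than on 1dpa-vehicle. Independent lists of these sizes would share 17.9 probes. The reverse pattern, lower after injury and higher on beclomethasone, held for 135 probes, where 31.6 would be shared by independent lists. Only 4 probes were at least 3-fold higher in both comparisons, against 17.0 by independence, and 27 were lower in both, against 33.3. Both comparisons use the 1dpa-vehicle array, so that array's own deviations also raise the first 2 of these overlaps and lower the last 2, by an amount that cannot be measured without a replicate. Of 51 genes of extracellular matrix and remodelling, 17 were at least 3-fold higher after injury and 6 lower, with a median log2 difference of 0.60 at the 92.1th percentile of random lists; with normexp, quantile normalization, cyclic loess or the brightest probe of each gene the list stood apart (0.54 to 0.84). With beclomethasone, 5 were at least 3-fold lower and 0 higher, with a median of -0.52 at percentile 0. The differences were 6.79 and -2.11 for mmp9, 5.16 and -2.50 for timp2b, 4.20 and -1.34 for tnfaip6, which crosslinks hyaluronan, and 2.94 and -2.49 for cthrc1a. After injury hapln1a had -2.42 and hapln1b -2.30. The genes mmp9, mmp13a and timp2b are also in the list of neutrophil and macrophage markers described below, so the lists overlap.

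**Figure D1:**
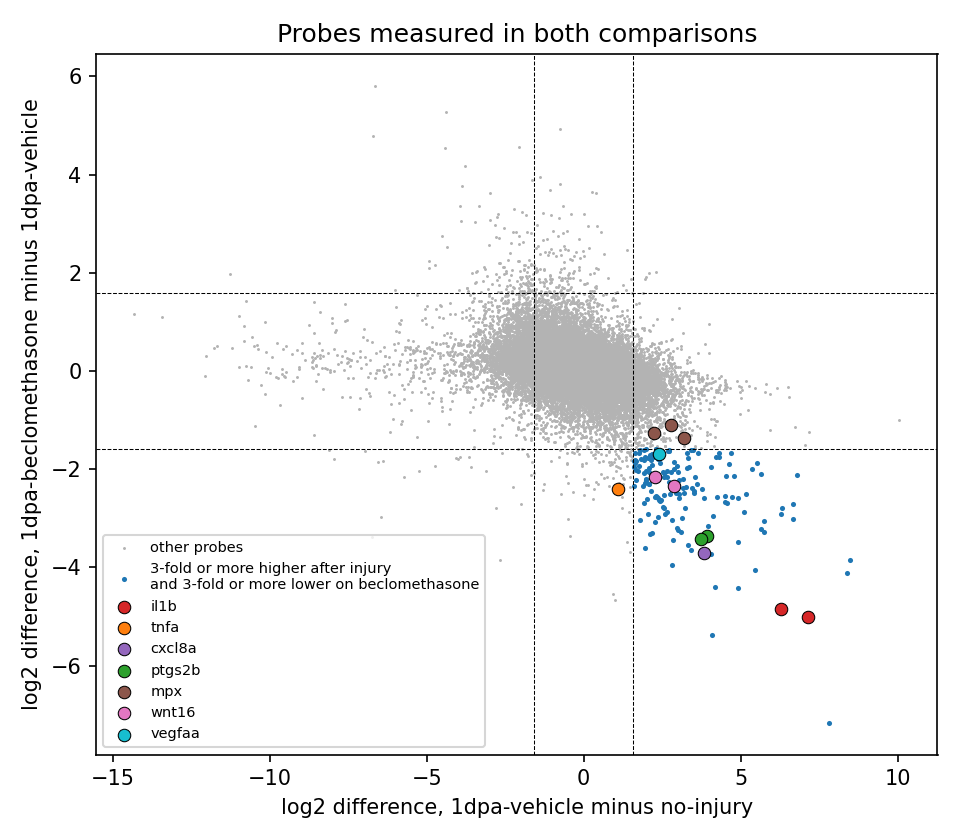
Each point is a probe, with the log2 difference of 1dpa-vehicle minus no-injury on the x axis and that of 1dpa-beclomethasone minus 1dpa-vehicle on the y axis; dashed lines mark 3-fold. The 169 probes past 3-fold in both are blue, and larger points mark genes that the paper names.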

From cross-comparison, we obtained a list of 2288 significant *D. rerio* transcript probes that were originally elevated after injury, yet depressed under beclomethasone treatment in post-cardiac injury hearts (Fig. S3 and Dataset S1). The list of 2288 differentially expressed entities was then processed by gene ontology analysis using the PANTHER classification system. We only kept the hits that passed the stringency with a corrected *p* value of less than 0.05.

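Immune transcripts stood higher after injury and lower with beclomethasone, both those of secreted signals and those of the cells that answer them. The first include csf3, which drives the making of neutrophils, and il11a, a cytokine of the interleukin 6 family. The second include mfap4.1, a macrophage marker, and alox5ap, a partner of the enzyme that makes leukotrienes in leukocytes. Genes that present antigen to T cells were lower with beclomethasone but not higher as a group after injury. Of 26 cytokine and chemokine genes, 14 were at least 3-fold higher after injury (median log2 difference 1.86), and 10 were at least 3-fold lower with beclomethasone (median -0.73). The first median was 0.93 with normexp background correction, 1.10 with probes above background on both arrays and 1.27 with no filter. On the log2 scale csf3 was at least 7.82 higher after injury and had -7.16 with beclomethasone, il11a had 4.91 and -4.43, and tnfb 2.75 and -1.41. Of 29 neutrophil and macrophage markers, 18 were at least 3-fold higher after injury (median 1.79) and 6 at least 3-fold lower with beclomethasone (median -0.67), with mfap4.1 at 3.50 and -1.45. The receptor subunit gene fcer1g went the other way after injury with -2.55. Of 13 genes for prostanoid and leukotriene enzymes, 7 were at least 3-fold higher after injury (median 1.88) and 2 at least 3-fold lower with beclomethasone (median -0.67), including ptgs2a with -3.26. The prostacyclin synthase gene ptgis had 3.04 after injury, ptges3b 2.74 and alox5ap 2.15, and with beclomethasone alox5ap had -0.77. The gene ptgdsb.1 ran against its list, with -6.65 after injury and 5.81 with beclomethasone. Of 23 genes of the interleukin 6 family and the JAK-STAT pathway it signals through, 10 were at least 3-fold higher after injury (median 0.96) and 6 lower with beclomethasone (median -0.70). With probes well above background on both arrays alone, that median after injury was 0.37 and no longer stood apart. The cytokine gene m17 had at least 4.11 after injury and -2.96 with beclomethasone, the NF-kB partner bcl3 had 2.57 and -2.52, and socs3b had -1.91 with beclomethasone. The feedback gene cisha had 2.90 after injury, and the receptor gene lifra -2.36. These 4 lists stood at the 99.99th or 100th percentile of random lists after injury and at percentile 0 with beclomethasone. They are not independent, since the interleukin 6 and cytokine lists share 5 genes, among them csf3, il11a and m17. Of 20 antigen presentation genes, 16 were below 0 with beclomethasone (median -0.42, percentile 0), and the median after injury was 0.15 at the 18.7th percentile, or -0.18 with quantile normalization and -0.39 with cyclic loess. With beclomethasone cd74b, the chaperone of MHC class II, had -1.39, the immunoproteasome genes psmb12 and psmb9a -1.35 and -1.22, and the peptide transporter tap2a -1.29. After injury mhc1zea had 1.75, whereas cd74b had -2.88 and mhc2a -2.29. Of 16 complement and acute phase genes, 3 were at least 3-fold lower with beclomethasone (median -0.18 at the 2.02th percentile, but 0.08 with beta-actin scaling, and -0.11 and no longer apart with no filter). These were hamp, saa (serum amyloid A) with -3.49 and tfa (transferrin) with -1.86. After injury saa had 4.92, while 13 of 19 genes of this list were at least 3-fold lower (median -4.88, percentile 0), including c9 with -12.0, cfb with -9.73, fga with -8.63 and apcs with -7.59; 4 of the list's genes are also in a liver list that differed in the same way.

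**Figure D2:**
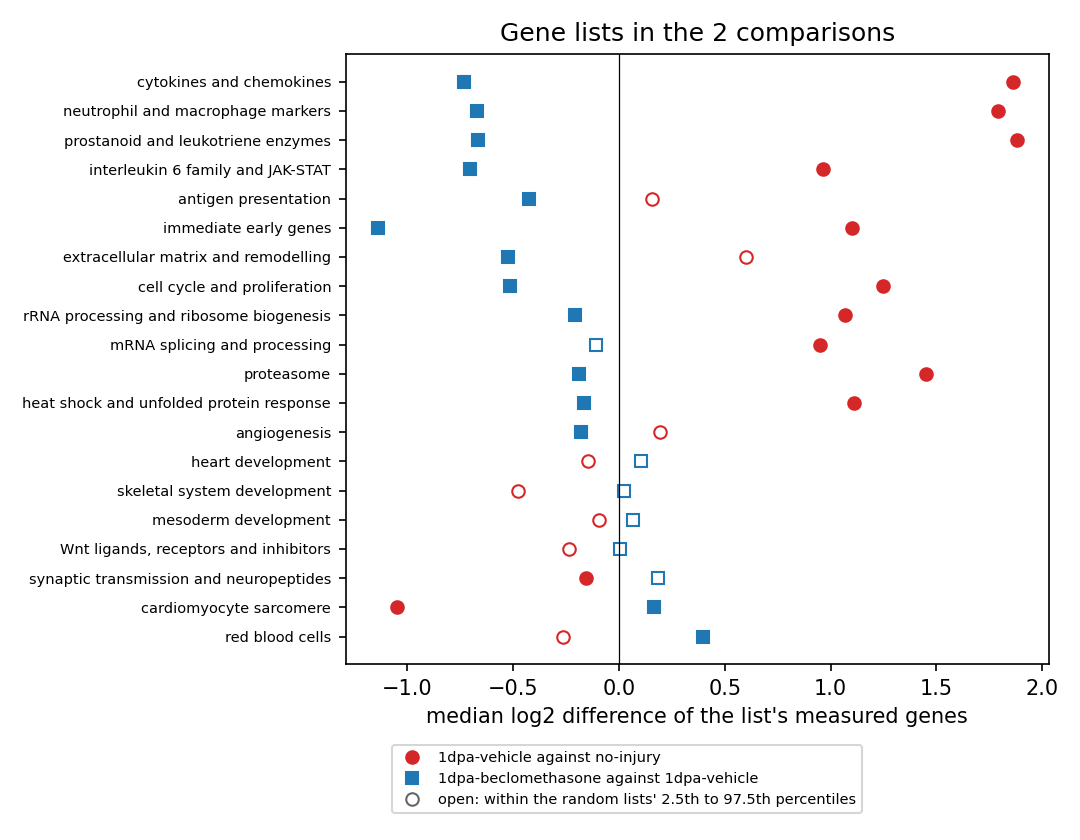
Points give the median log2 difference of the measured genes of 20 lists, in red for 1dpa-vehicle against no-injury and in blue for 1dpa-beclomethasone against 1dpa-vehicle. Filled points stand apart from random lists, as the cytokine list does on both sides of 0; with other scalings points near 0 can change sign.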

Based on the gene ontology analysis results, we found that beclomethasone treatment expectedly impaired immune system processes, including an immune response and macrophage activation. These data serve to validate the known immunosuppressive function of beclomethasone; not surprisingly, the down-regulated expression profiles of the 5 inflammatory marker genes were also detected and validated by the microarray analysis. 

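All 5 inflammatory markers had a lower signal with beclomethasone than with vehicle. They are the cytokine genes il1b and tnfa, the chemokine gene cxcl8a (il-8) that attracts neutrophils, ptgs2b, a cyclooxygenase that makes prostaglandins, and mpx, the peroxidase of neutrophils. All but mpx were at least 3-fold lower, and all but tnfa were at least 3-fold higher after injury. The cytokine gene il1b is on chromosome 10 of build Zv8, and its 2 probes lie from 42891499 to 42891558 and from 42892184 to 42892243. They were 77.7-fold and 143-fold higher after injury and 28.6-fold and 32.2-fold lower with beclomethasone, at signals of 3250 and 5390 on 1dpa-vehicle against 127 and 187 on 1dpa-beclomethasone. The increases were 26.9-fold and 53.3-fold with normexp background correction and 120-fold and 220-fold with median scaling. The single probe of tnfa, on chromosome 19 from 26063952 to 26064011, was 2.14-fold higher after injury, or 3.30-fold with median scaling, and 5.29-fold lower with beclomethasone. For cxcl8a, on chromosome 1 from 13370665 to 13370724, the probe was 14.3-fold higher and 13.1-fold lower. The probes of ptgs2b, on chromosome 20 from 34020097 to 34020156 and from 34020707 to 34020766, were 15.1-fold and 13.2-fold higher after injury and 10.3-fold and 10.7-fold lower with beclomethasone. Of 4 probes of mpx on chromosome 10, 3 were 4.71-fold, 6.90-fold and 9.23-fold higher after injury and 2.40-fold, 2.14-fold and 2.56-fold lower with beclomethasone. The fourth mpx probe was well above background on no-injury alone, at least 3.14-fold lower after injury, so the gene's probes disagree there. The median log2 difference of the 5 genes was 3.82 after injury and -3.39 with beclomethasone. Each of these beclomethasone differences kept its direction under every scaling. From the impaired immune processes, the paper concludes that the arrays show the known immunosuppressive function of beclomethasone, and it states that the 5 markers were found down-regulated on them too.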

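Genes that process RNA were higher after injury as a group, and those that build ribosomes were slightly lower with beclomethasone, except with beta-actin scaling. They include polr1c, a subunit of the polymerase that transcribes ribosomal RNA, snrpc and srsf2b, parts of the splicing machinery, and rrs1, a ribosome assembly factor. Genes of mesoderm and skeletal development did not move as groups in either comparison, although single members such as twist2 and snai3 were at least 3-fold apart in both. Genes of synaptic transmission, a form of signaling between cells, gave no steady direction. Of 56 genes of rRNA processing and ribosome biogenesis, 16 were at least 3-fold higher after injury and 0 lower, with a median log2 difference of 1.07 at the 99.97th percentile of random lists. The largest were nol12 with 2.41, bxdc2 with 2.40, nol10 with 2.27 and polr1c with 2.24. With beclomethasone 49 of the 56 were below 0 and 0 were at least 3-fold lower; the median was -0.21 at percentile 0, and 0.05 with beta-actin scaling. The lowest were rrs1 with -0.63, rrp9 with -0.60, dimt1l with -0.58 and bms1 with -0.52. Of 71 genes of mRNA splicing and processing, 13 were at least 3-fold higher after injury, with a median of 0.95 at the 99.84th percentile, led by srsf2b with 2.97, snrpc with 2.93, u2af1 with 2.40 and ddx46 with 2.34. With beclomethasone 57 of them were below 0 and the median was -0.11 at the 3.57th percentile, or 0.06 with no scaling and 0.15 with beta-actin scaling; with the brightest probe of each gene it was -0.13 and stood apart. The lowest were snrpd1 with -0.46, cdc5l and srsf3b with -0.44 each and srsf2a with -0.35. For skeletal system development, the median over 36 genes was -0.48 after injury (36.1th percentile), or 0.18 with median scaling and 0.13 with quantile normalization, and 0.03 with beclomethasone (18.3th percentile), or -0.10 with median scaling. Within this list twist2 had 3.16 after injury and -2.20 with beclomethasone, scxa -1.71 with beclomethasone and the bone morphogenetic protein inhibitor grem1a 3.07 after injury, while dlx3b had -1.90 and 2.15, and the bone genes bglap and runx2b had -5.12 and -2.02 after injury. Of 36 mesoderm development genes, 4 were at least 3-fold higher after injury and 2 lower, with a median of -0.09 at the 82.2th percentile, or 0.58 with median scaling and 0.45 with quantile normalization. With beclomethasone the median over 33 of these was 0.07 at the 57.8th percentile, or -0.07 with median scaling; it was 0.21 and stood apart with probes above background on both arrays. The repressor gene snai3 had 2.73 after injury and -2.51 with beclomethasone, gata5 and foxc1a had 0.62 and 0.60 with beclomethasone, and vent had 0.74. Of 37 genes of synaptic transmission and neuropeptides, 3 were at least 3-fold higher and 3 lower after injury, with a median of -0.16 at the 98.6th percentile that turned positive with median scaling, no scaling, quantile normalization, cyclic loess and spike-in scaling, and that no longer stood apart with probes above background on both arrays (-0.55). With beclomethasone its median was 0.18 at the 80.7th percentile. The vesicle protein gene sypa had -1.90 and 2.05, the muscle receptor gene chrna1 1.19 with beclomethasone, and the neuropeptide gene pnocb 3.92 after injury.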

Eight other vital repair processes were also significantly affected by beclomethasone treatment during cardiac repair, including RNA metabolism, system development, cell communication, signal transduction, cell surface receptor linked signal transduction, mesoderm development, cell-cell signaling, and skeletal system development (Table S1).

### Beclomethasone Reduced the Expression of Key Pro-inflammatory Genes and Phagocyte Recruitment after Cardiac Injury

Next, we examined the expression levels of target inflammatory cytokines under beclomethasone treatment by RT-qPCR. We found that expression levels of *il-1β*, *tnf-α*, *il-8*, *ptgs-2b* and *mpx* were all significantly down-regulated in the hearts of beclomethasone-treated group within the first 3 days post injury. Specifically, the normalized expression level of *il-1β* decreased to 1.3% at 1 dpa and 15.8% at 3 dpa of the controls. Similarly, *tnf-α* expression decreased to 1.9% at 1 dpa and 13.5% at 3 dpa; *il-8* expression fell to 1.8% at 1 dpa and 13.3% at 3 dpa; *ptgs-2b* expression decreased to 8.7% at 1 dpa and 14.7% at 3 dpa; and *mpx* expression fell to 44.0% at 1 dpa and 36.4% at 3 dpa of the controls (Fig. 3A).

**Figure 3:**
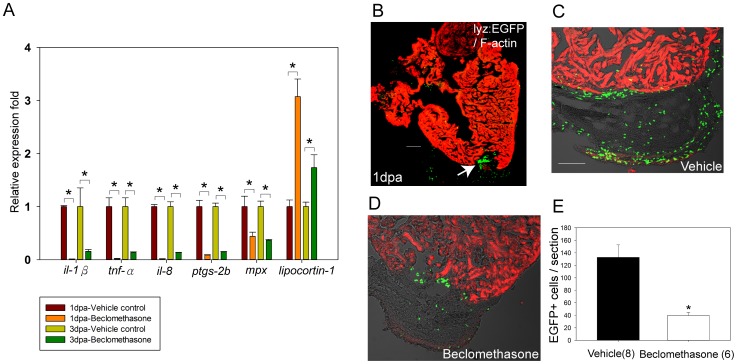
Beclomethasone treatment reduced pro-inflammatory gene expression and phagocyte recruitment after cardiac injury. Whole hearts were harvested at 1 day and 3 days post ventricular resection. RT-qPCR was conducted to quantify the relative fold of pro-inflammatory genes at hearts. (A) Expression of *il-1β*, *tnf-α*, *il-8*, *ptgs-2b*, and *mpx* were all significantly reduced in the beclomethasone-treated group for at least 3 days, while *lipocortin-1* expression was significantly induced after beclomethasone treatment (n = 3). * indicates p<0.05. (B) Immunostaining of hearts after injury. Green: phagocytes (*lyz*-EGFP); red: Phalloidin-546. After cardiac injury, numerous phagocytes accumulated in the wound (arrow). (C, E) In the vehicle control group, average of 133±20 phagocytic cells were counted in the fibrin clots (n = 8). (D, E) In the beclomethasone treated animals, 40±5 cells were counted (n = 6). (E) Treatment with beclomethasone significantly impaired phagocyte recruitment in the injured hearts. The data represent the mean±SEM, *indicates p<0.05, scale bar = 100 µm.

Previous study suggests that early stage of zebrafish heart regeneration has pre-dominant inflammatory responses, which are similar to the typical wound healing process within the first 3 days [20]. In addition, it has been shown that glucocorticoid-treatment can significantly up-regulate the expression of Lipocortin-1 (also known as Annexin-1), which is a phospholipid-binding protein with phospholipase A2 inhibitory activity [21]. Our data confirmed that *lipocortin-1* mRNA was effectively increased by 3-fold in the injured hearts at 1 dpa, and by 1.5-fold at 3 dap under beclomethasone treatment. This data demonstrated the efficacy of beclomethasone in our assays as compared to the vehicle controls (Fig. 3A).

Since phagocyte recruitment to the injury site is the signature inflammatory response in the initial phase following a cardiac injury, we explored whether the immune cell response was also affected by beclomethasone treatment. For cell tracking, we used the transgenic zebrafish line Tg(*lyz*:EGFP), in which the lysozyme C promoter drives the expression of green fluorescent protein in myeloid-derived phagocytes. Under control conditions, abundant phagocytes were recruited to the wound at 1 day post cardiac injury (Fig. 3B). Clusters of EGFP-labeled phagocytes were found within the blood clots (Fig. 3C). In comparison, beclomethasone treatment resulted in a significant reduction in phagocyte recruitment at 1 dpa (Fig. 3D). The average number of phagocytes accumulating in the wound was calculated, and there were 133±20 and 40±5 phagocytes/section in the control and the beclomethasone-treated groups, respectively. The data translated to a 69.9% reduction in phagocyte recruitment under the influence of beclomethasone (Fig. 3E).

### Angiogenesis was Impaired in the Beclomethasone-treated Zebrafish

From the microarray analysis, specific physiological processes were identified to be inhibited by beclomethasone treatment during cardiac repair in zebrafish. 

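Genes of blood vessel growth were slightly lower as a group with beclomethasone, except with beta-actin scaling. Among them were secreted factors such as stc1, a hormone of calcium balance, vegfab, a vessel growth factor, and pdgfab, a platelet-derived growth factor of the A type. After injury vessel genes went both ways: hbegfb, a growth factor of the EGF family, was higher, and notch1b, a receptor of arteries, was lower. Genes of heart development showed no common direction. Among them were gata4, a cardiac transcription factor that was lower after injury, and gja1b, a gap junction gene that was higher. Of 52 angiogenesis genes, 5 were at least 3-fold higher after injury and 4 lower, with a median log2 difference of 0.19 at the 38.1th percentile of random lists. With beclomethasone 3 were at least 3-fold lower and 0 higher; the median was -0.18 at percentile 0, but 0.07 with beta-actin scaling. The largest differences after injury were those of hbegfb with 3.66, plxnd1, a guidance receptor of vessels, with 2.24, and stc1 with 2.17, besides vegfaa. Against these, notch1b had -2.97, with probes from -3.48 to -1.56, and apln, a peptide of vessel sprouts, -2.79. With beclomethasone stc1 had -1.91, pdgfab -0.91 and vegfab -0.86, and vegfaa and fgfr1a, described below, were at least 3-fold lower. Of 39 heart development genes, 5 were at least 3-fold higher after injury and 5 lower, with a median of -0.15 at the 21.5th percentile, or 0.48 with median scaling and 0.06 with quantile normalization. With beclomethasone 0 of 40 were at least 3-fold lower and 0 higher, with a median of 0.11 at the 91.2th percentile, or -0.03 with median scaling. After injury klf13 had -2.40, rxraa -1.97, gata4 -1.85 and the growth factor gene bmp10 -1.74, while irx1a had 2.53 and gja1b 2.29. With beclomethasone the limb and heart factor tbx5a had 1.55, and klf13 and bmp10 had 0.79 and 0.77; the 2 probes of tbx5a lay on both sides of 0 after injury.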

Two processes of interest were angiogenesis and heart development (Table S1). We then surveyed the list of 2288 transcript entities to seek out representative genes involved in angiogenesis and heart development (Dataset S1). We identified *fgfr1a* [22], *vegfaa* [23] and *pcna* [24], which are well-known factors that regulate angiogenesis and cell proliferation. It is noteworthy that previous studies also demonstrated the critical role of *fgfr1* in zebrafish cardiac repair [25]. 

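The growth factor gene vegfaa, whose product makes vessels sprout, was higher after injury and lower with beclomethasone. The receptor gene fgfr1a, which receives fibroblast growth factors, was lower with beclomethasone at a low signal. The gene pcna, for the clamp that holds DNA polymerase on replicating DNA, was higher after injury and a little lower with beclomethasone. The 1 probe of vegfaa, which has no coordinates in the files, was 5.32-fold higher after injury and 3.24-fold lower with beclomethasone, at signals of 3850 on no-injury, 24800 on 1dpa-vehicle and 8560 on 1dpa-beclomethasone. Its decrease with beclomethasone was under 3-fold with no scaling (2.90-fold) and with beta-actin scaling (2.72-fold). For fgfr1a, the probe on chromosome 8 of Zv8 from 52409966 to 52419676 had signals of 48.2 on no-injury, 73.9 on 1dpa-vehicle and 15.6 on 1dpa-beclomethasone, the last not well above background. It was 1.27-fold higher after injury and 5.32-fold lower with beclomethasone, or 1.96-fold lower with normexp background correction, so the size of the decrease is uncertain. A second probe of fgfr1a was well above background on no-injury alone, at a signal of 15.9, and at least 1.37-fold lower after injury. The median of both probes after injury was -0.05, but 0.97 with median scaling, 0.22 with no scaling, 1.08 with quantile normalization, 1.14 with cyclic loess and 1.30 with spike-in scaling; it was -1.14 with the filter and no bounds, with neither filter nor bounds, and with the series matrix values, and the first probe alone had 0.34. The 2 probes of pcna were 1.48-fold and 3.23-fold higher after injury and 1.31-fold and 1.32-fold lower with beclomethasone. The beclomethasone difference of pcna lay between -0.53 with median scaling and -0.14 with beta-actin scaling.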

The rapid up-regulation of these genes after injury implied that cell proliferation and angiogenesis signaling pathways may be linked to the initial phase of cardiac repair; their down-regulation during beclomethasone treatment could therefore cause impaired healing of the damaged heart.

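Genes of cell division were higher after injury and lower with beclomethasone as a group, though by less than 3-fold in the second comparison. They include rpa2, which coats single-stranded DNA at replication forks, dut, which keeps uracil out of DNA, chaf1b, which packs new DNA into chromatin, and prc1b, which bundles the spindle's microtubules. Of 63 cell cycle and proliferation genes, 59 were above 0 after injury and 24 at least 3-fold higher, with a median log2 difference of 1.25 at the 100th percentile of random lists. The largest were rpa2 with 3.30, dut with 2.89, and ccnf, a cyclin, and prc1b with 2.75 each. With beclomethasone 58 of 64 were below 0, 0 were at least 3-fold lower, and the median was -0.51 at percentile 0. Here chaf1b had -1.46, prc1b -1.14, chaf1a -1.11 and trip13, of the spindle checkpoint, -1.0. Over all alternatives the lowest median after injury was 1.06, with normexp background correction, and the one nearest to 0 with beclomethasone was -0.26, with beta-actin scaling. From the higher fgfr1a, vegfaa and pcna after injury, the paper proposes that proliferation and angiogenesis signaling may be linked to the initial phase of repair, and that their lower level with beclomethasone could impair healing.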

To verify this, we examined their mRNA expression by RT-qPCR and revealed that under beclomethasone treatment, *fgfr1a* expression would decrease to 56.3±5.1% at 1 dpa; while *vegfaa* expression fell to 59.0±2.1% (Fig. 4A). We presumed that such a reduction in the pro-angiogenic transcripts in the early stages of cardiac repair would lead to obstruction of subsequent neovascularization. To further prove this, transgenic Tg(*fli1a*:EGFP) zebrafish with blood vessels endogenously labeled with green fluorescence were used. Under normal healing conditions, recovered or newly formed blood vessels can be observed at 7 days post injury (Fig. 4B); while in beclomethasone-treated impaired healing hearts, only a few traces of angiogenic vessels could be found (Fig. 4C). For quantitative analysis, the total neovascularization was significantly reduced in the impaired healing group. We detected 3.46±0.37% neovascularization (blood vessels area/wound area) in the normal healing hearts, and a significant reduction to 0.51±0.12% neovascularization in the impaired healing group, which translates to a striking 85.26% reduction in angiogenesis by the beclomethasone treatment.

**Figure 4:**
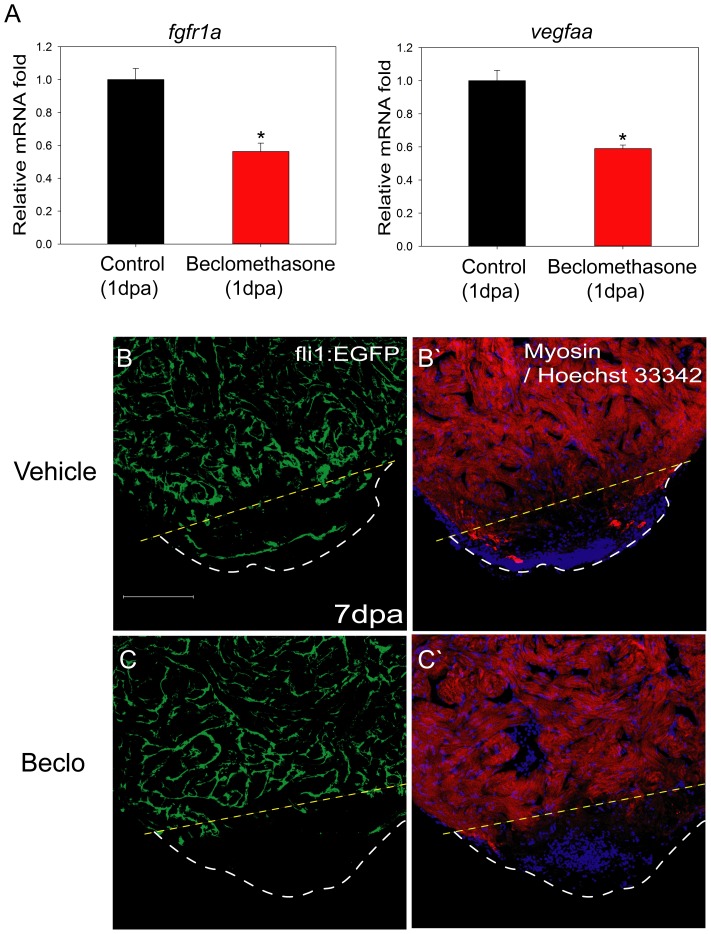
Angiogenesis was hindered in the beclomethasone-treated zebrafish during cardiac repair. We checked pro-angiogenic genes of drug-treated objects at early regeneration and then examined neo-vascularization at 7 dpa. (A) At 1 dpa, mRNA expression of pro-angiogenic genes was reduced after beclomethasone treatment with a 43.7% reduction for *fgfr1a* and 41% for *vegfaa*. The data represent the mean±SEM. *indicates p<0.05. (B, B’) At 7 dpa, there were blood vessels appearing in the clotted areas of the control animals. (C, C’) The beclomethasone-treated animals showed little formation of new blood vessels. The yellow dashed lines indicate the approximate amputation plane; the white dashed lines indicate the outline of the apex. Scale bar = 100 µm.

### Cell Proliferation was also Impeded in Beclomethasone-treated Zebrafish

In adult zebrafish, the restoration of the damaged or missing cardiac muscle after injury is contributed primarily by residential cardiomyocyte proliferation [26]. To assess whether impaired cardiac repair caused by beclomethasone treatment would also result in diminished cardiomyocytes proliferation, we examined *pcna* and *nkx2.5* expression in the control and beclomethasone-treated hearts post cardiac injury.

By RT-qPCR, we verified that expression of the cell proliferation marker *pcna* significantly decreased to 59.7±16.7% after beclomethasone treatment at 1 dpa (Figure 5A). We next checked the expression of the early pre-cardiac gene *nkx2.5*, whose expression pattern was used to identify the heart field and shown to initiate cardiomyocyte differentiation during development [27]. Interestingly, we observed no significant difference in the expression level of *nkx2.5* between the vehicle control (1.0±0.1-fold in mRNA expression) and the beclomethasone-treated (1.1±0.2-fold in mRNA expression) groups (Fig. 5A). Our data imply that beclomethasone treatment did not alter the cell fate decision of early cardiac precursor cells in the post-injury heart. Instead, beclomethasone impaired overall cardiac cell proliferation in the initial phase of cardiac repair.

**Figure 5:**
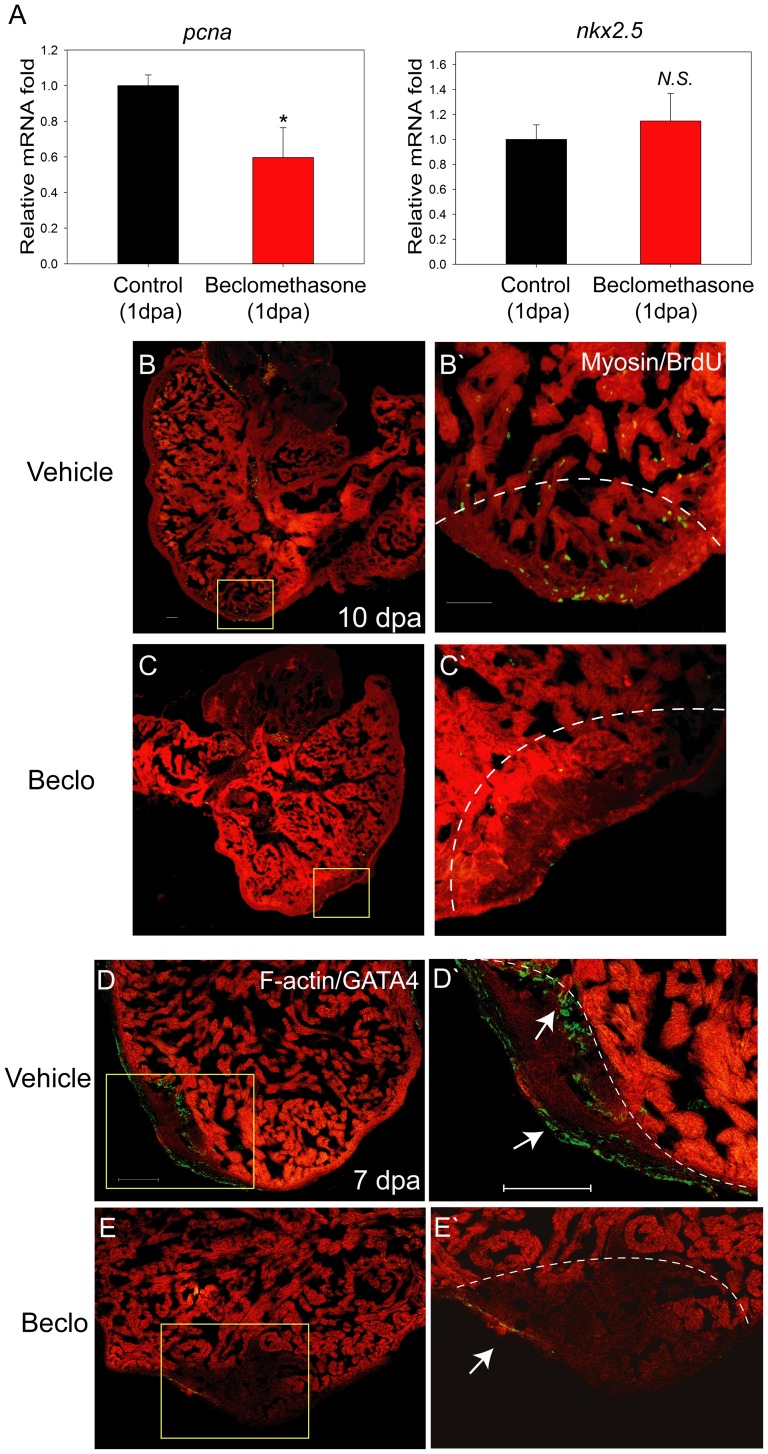
Cell proliferation was hindered in the beclomethasone-treated zebrafish during cardiac repair. Cell proliferation was examined in early phase of regeneration. (A) At 1 dpa, mRNA expression of proliferation marker gene, *pcna,* was reduced after beclomethasone treatment (40.3% reduction). In contract, the expression of the pre-cardiac gene, *nkx2.5*, showed no significant difference between the two groups. The data represent the mean±SEM. *indicates p<0.05. N.S. indicates no significant difference. (B, B’) In the control animals, numerous proliferating BrdU^+^ cells could be detected in the wound (n = 6). The dashed lines indicate the approximate amputation plane. (C, C’) The beclomethasone-treated animals showed little cell proliferation activities (n = 7, scale bar = 50 µm). (D, D’) In control groups, GATA4^+^ regenerating cells appeared near the injury site at 7 dpa. (arrow, n = 5) (E, E’) Beclomethasone treatment significantly reduced the GATA4^+^ regenerating cells during cardiac repair (arrow, n = 5, scale bar = 100 µm). The dashed lines indicate the approximate amputation plane.

Because previous studies have suggested that cell proliferation occurs at 7 dpa or even earlier [6], we investigated the beclomethasone effect on the cell cycle entry using the BrdU assay. We found numerous BrdU-labeled cells in the wound at 10 dpa, suggesting robust cell proliferation activity (Fig. 5B and 5B’), with slightly more proliferating cells located on the recovering tip of the ventricle (Fig. 5B’). However, treatment with beclomethasone resulted in a drastic reduction of cell proliferation activity, accompanied by an obvious hollow cavity found at the injury site (Fig. 5C and 5C’). Quantitative analysis further revealed that there were 52±6 BrdU-positive cells in the wound for the normal healing group, whereas there were only 14±2 cells for the impaired healing group, demonstrating a prominent 73.08% reduction in cell proliferation activity.

Previous study suggested that sub-epicardium derived GATA4 positive cells contributed majorly to the regenerating zebrafish hearts [28]. To check whether GATA4 positive regenerating cells were affected under beclomethasone treatment, we applied immune-staining assay to investigate the expression of GATA4 in zebrafish hearts. In the control objects, we found profound numbers of GATA4 positive cells appearing around the injury site at 7 dpa (Fig. 5D and 5D’). In contrast, the beclomethasone treated hearts had relatively few GATA4 positive cells at the wound (Fig. 5E and 5E’). This data implied the anti-inflammatory effect of the beclomethasone may cause a significant reduction of regenerating cells during zebrafish cardiac repair.

### Wnt16 was Inhibited by Beclomethasone in the Early Phase of Zebrafish Cardiac Repair

The Wnt signaling pathway is required during development and regeneration [29], [30]. A recent zebrafish study demonstrates the role of *wnt16* on hematopoietic stem cells (HSCs) specification, which are responsible for refreshing all blood and immune cells during the animal’s lifetime [31]. Based on our microarray analysis (Dataset S1), we found the expression of *wnt16* transcript was up-regulated in response to the heart injury, yet significantly repressed by beclomethasone at 1 dpa. 

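The gene wnt16 encodes a secreted Wnt ligand, and both of its probes were higher after injury and lower with beclomethasone. It went with neither the other Wnt ligands nor their receptors, which showed no common direction. Other Wnt regulators with the same pattern were dkk1b, an inhibitor that blocks the Wnt co-receptor, and rspo1, an R-spondin that amplifies Wnt signals. On chromosome 4 of Zv8, the probes of wnt16 lie from 10318330 to 10318389 and from 10317453 to 10317512. They were 7.38-fold and 4.79-fold higher after injury and 5.10-fold and 4.49-fold lower with beclomethasone. With normexp background correction they were 4.59-fold and 2.52-fold higher and 4.05-fold and 2.76-fold lower, so the second probe was then under 3-fold in both comparisons. Signals were 85.1 and 42.1 on no-injury, 760 and 244 on 1dpa-vehicle, and 167 and 60.9 on 1dpa-beclomethasone, all well above background. The inhibitor gene dkk1b had log2 differences of 1.59 and -2.34, and rspo1 of 1.78 and -1.21. Among 48 Wnt ligands, receptors and inhibitors, 3 were at least 3-fold higher after injury and 6 lower, with a median of -0.24 at the 50.2th percentile of random lists, or 0.39 with median scaling and 0.07 with quantile normalization. With beclomethasone 3 were at least 3-fold lower and 0 higher, and the median was 0.00 at the 16.7th percentile, or -0.13 with median scaling and 0.26 with beta-actin scaling. After injury the ligand gene wnt5b had -2.23, the co-receptor gene lrp5 -2.07, the transcription factor gene tcf7l2 -1.89 and the inhibitor gene sfrp1a -1.87. With beclomethasone the receptor gene fzd10 had 1.35, and the ligand genes wnt2ba, wnt10a and wnt9b had 0.87, 0.55 and 0.52.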

To validate this finding, we demonstrated that *wnt16* mRNA was elevated after injury and down-regulated in zebrafish under beclomethasone treatment by RT-PCR. (Fig. 6A). We then monitored the *wnt16* mRNA expression during the cardiac repair process. The relative expression levels of *wnt16* displayed an acute increase of 10.7-fold at 1 dpa, which was reduced 2.6-fold at 3 dpa, and gradually dropped to 0.9-fold at 7 dpa (Fig. 6B). Under normal condition, the timely and transient elevation of *wnt16* implied it may be important during cardiac repair. The inhibition of *wnt16* may explain the mechanism of action on how beclomethasone hinders the cardiac repair in zebrafish.

**Figure 6:**
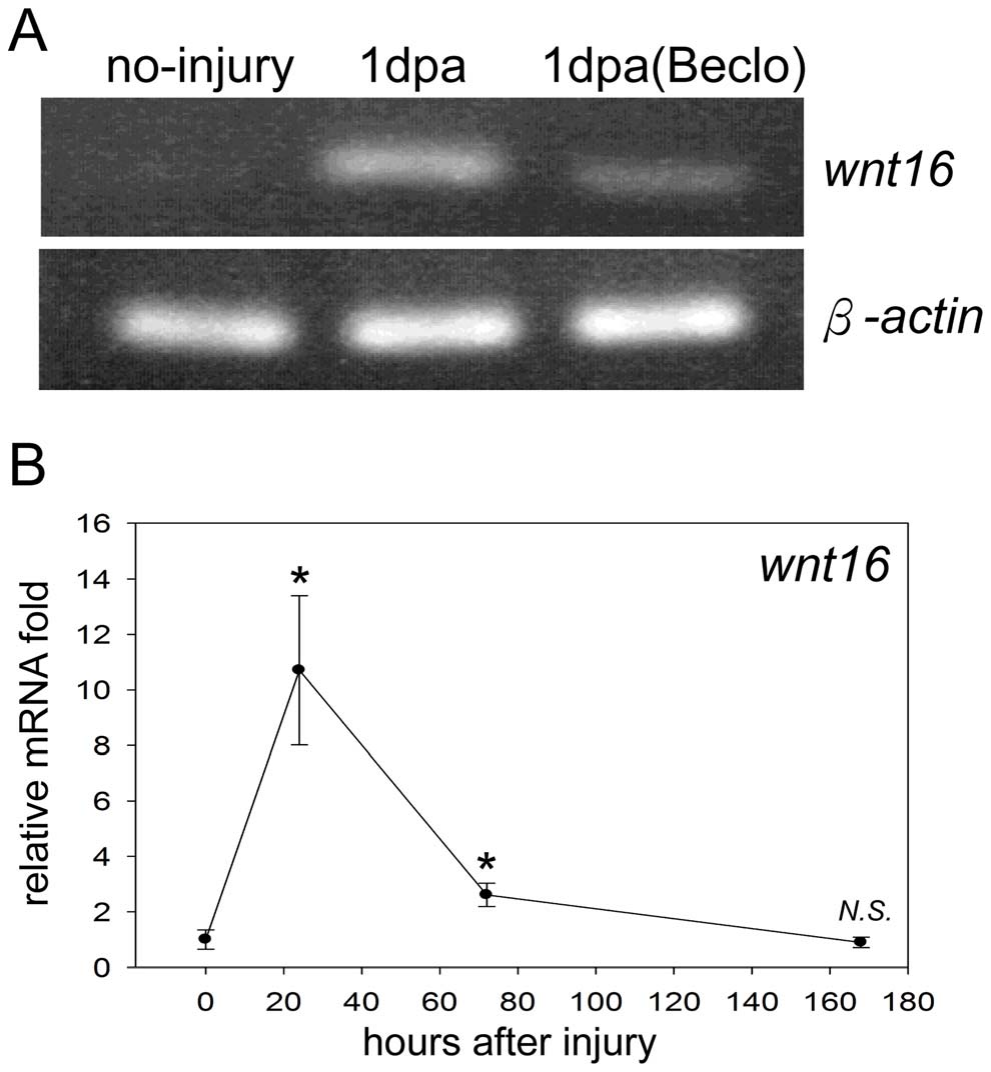
*wnt16* was inhibited by beclomethasone in the early phase of zebrafish cardiac repair. RT-PCR assays revealed the normal injury response of *wnt16* expression patterns, and confirmed the inhibitory effect of beclomethasone on *wnt16* mRNA expression in zebrafish heart. We then checked the mRNA expression of *wnt16* before ventricular resection and at 1 dpa, 3 dpa and 7 dpa by RT-qPCR. (A) Zebrafish *wnt16* mRNA was elevated at 1 dpa after injury. In contrast, its expression was repressed by beclomethasone treatment at 1 dpa. (B) During zebrafish cardiac repair, *wnt16* transcript was highly elevated at 1 dpa. Its level was diminished by 3 dpa, and gradually reduced to the basal level by 7 dpa. (n = 3) The data represent the mean±SEM. *indicates p<0.05. N.S. indicates no significant difference compared to no-injury control.

## Discussion and Conclusion

Effective tissue repair requires precisely timed and orchestrated programming of regulated inflammatory responses in the vertebrates. As shown in this study and previous reports, pro-inflammatory cytokines work as key mediators not only for immune responses but also for additional constructive cuing effects, which initiate a series of processes including phagocyte chemotaxis, angiogenesis, and cell proliferation, all of which are critical for a competent tissue repair outcome [32], [33].

Among the known inflammatory cytokines, IL-1β and TNF-α are two early regulators of immune responses. When IL-1β and TNF-α were inhibited, the healing processes activated by other secondary cytokines responsible for subsequent constructive functions also diminished. For example, in the cutaneous wound healing-impaired glucocorticoid-treated mice, IL-1β and TNF-α expression were significantly reduced [11]. In this study, we have demonstrated that glucocorticoid treatment could impair adult zebrafish cardiac repair by interfering with conserved inflammatory responses observed in the mammals. Inhibition of early inflammatory responses in the zebrafish reduced myeloid-derived phagocyte recruitment to the cardiac injury site, followed by a down-regulation in angiogenesis and cardiomyocyte proliferation during cardiac repair.

Prevailing hypothesis has suggested that there is an intricate balance between regeneration and fibrotic healing, which are two inverse responses after injury. In higher vertebrates, the balance has been shown to lean toward fibrotic healing; and inhibition of the preceding events after injury will result in scar formation [15]. Based on the observation that mammalian fetuses with an immature immune system could heal without scarring, some studies have suggested that the immune system may play a key role in steering the repair process toward full regeneration or scarring [34]. Interestingly, in the zebrafish cardiac repair system, inhibition of the immune response led to unsuccessful regeneration, which was accompanied by excessive scar formation, suggesting the indispensable role of the immune response for completing vital organ regeneration in adult zebrafish.

Glucocorticoids are widely used to suppress various inflammatory reactions in allergic diseases, autoimmune disorders, and severe sepsis. In this study, we observed that immunosuppression using beclomethasone treatment simultaneously down-regulated angiogenic genes, including *fgfr1a* and *vegfaa* in zebrafish by 24 hours post cardiac injury. Whether the rapid inhibition of angiogenic genes was directly caused by glucocorticoid receptor activation or indirectly resulted from reduced pro-inflammatory cytokine expression and infiltrating phagocytes was not thoroughly addressed here. It is well-known that glucocorticoid receptor activation would also elevate the expression of a number of transcripts [35]; we thus do not exclude the possibility that it is theses up-regulated transcripts that are responsible for inhibiting the regenerative responses. The definite link between inflammatory responses and impaired cardiac healing needs to be further verified. Nevertheless, we demonstrate here that beclomethasone treatment would suppress neovascularization and cardiomyocyte proliferation and repression of these events may be the major causes for the detrimental effects of beclomethasone in cardiac repair. Clearly, beclomethasone treatment can create a microenvironment that no longer favors complete cardiac regeneration in zebrafish. Our results thus raise the possibility that an intervention on myocardial inflammation could provide a beneficial impact on cardiac repair that is mediated by innate immune mechanisms and may also reduce fibrotic scar formation.

In summary, our study suggests that zebrafish cardiac repair is highly associated with early immune responses. With the glucocorticoid intervention, we have demonstrated an impaired cardiac healing model can be established in adult zebrafish with a diminished regenerative capacity. This modified zebrafish model of cardiac injury could better mimic the human condition of myocardial infarction, especially on the scar removal process. The disadvantages of this approach are that the addition of anti-inflammatory chemicals would potentially generate adverse effects. Thus, researchers should design their experiments carefully when using the modified zebrafish MI model described in this study. Nevertheless, this modified model could be used to identify important factors like *wnt16* that are involved in regulating cardiac regeneration. Our findings may help to build better MI models in zebrafish that can be used to develop therapeutic interventions to enhance cardiac repair in humans, and to investigate the mechanisms that are critical in promoting functional recovery after myocardial infarction in the future.

## Materials and Methods

### Ethics Statement

The experimental procedures were approved by the committee for the use of laboratory animals at National Tsing-Hua University (IACUC number: 09808).

### Zebrafish Care

The zebrafish were maintained based on the guidelines described in the Zebrafish Book [36]. AB strain background zebrafish aged between 7 to 10 months were used for the ventricular amputation surgery. To visualize the specific cell types, the Tg(*lyz*:EGFP) and Tg(*fli1a*:EGFP) strains were used [37], [38].

### Zebrafish Ventricular Resection and Drug Delivery for Suppressing the Immune System

We followed the previously described protocol with some modifications [6]. The animals were anesthetized with a MS-222 (Sigma-Aldrich) and isoflurane (Baxter) mixture first, allowing for faster recovery to achieve a better success rate after surgery [39]. Micro-scissors were used to create a small incision on the zebrafish to quickly expose the heart. Approximately 10–20% of the ventricular apex was amputated before the fish was returned to water for recovery.

For the immunosuppression assay, adult zebrafish were pre-exposed to water containing 0.25 µM beclomethasone (Fluka), 0.25 µM ibuprofen (Sigma-Aldrich) or equivalent vehicle (i.e., 0.002% DMSO from Sigma-Aldrich, which is used to prepare the beclomethasone and ibuprofen stocks) for 1 day [13]. After receiving ventricular resection surgery, the fish were kept in isolated tanks; the fish water was changed every day for the first 3 days to avoid infection. The animals were continuously exposed to the vehicle or designated chemicals until the sacrifice.

### RNA Isolation and Real-time Quantitative Polymerase Chain Reaction (RT-qPCR)

Whole hearts were harvested and immediately homogenized in Trizol reagent (Invitrogen). We followed the standard protocol provided by the manufacturer for the remaining steps of RNA isolation. Complementary DNA (cDNA) was synthesized using SuperScript III reverse transcriptase (Invitrogen) with oligo-dT_12–18_ primers (Invitrogen) according to the protocol provided by the manufacturer. The SYBR Green master mix (ABI) was used for RT-qPCR on the ABI 7500 sequence detection system, and the data were analyzed based on the ΔΔC(t) method by ABI SDS software v1.4. [40]. β-actin mRNA expression was used as an endogenous control standard. The sequences of the primers used are provided in Table S2 For the dynamic detection of inflammatory cytokines during cardiac repair**,** three groups per time point, each composed of 6 hearts, were pooled equally to make an individual experiment; triplicate experiments were performed.

### Gene Expression Microarray and Data Analysis

Three groups of wild-type AB zebrafish, each containing 10 individuals were used in this assay. The three experimental groups are (1) no-injury (i.e. sham operation as 1dpa-vehicle, without hurting the heart), (2) 1dpa-vehicle (zebrafish were treated in 0.002% DMSO for 1 day before receiving ventricular resection. The heart was then harvested after 1 day post amputation), and (3) 1dpa-beclomethasone (zebrafish were treated with 0.25 µM beclomethasone for 1 day and underwent ventricular resection. The heart was then harvested after 1 day post amputation). After ventricular resection surgery, the three groups of test subjects were sacrificed to collect the ventricles at 1 dpa. Total RNA were extracted using Trizol reagent and eventually dissolved in reagent-grade water (Sigma-Aldrich). For the following microarray experiments, mRNA samples were sent to a specialized commercial service company, Welgene (Taiwan), for the RNA hybridization experiment; Cy3-labeled cRNA was hybridized to the Agilent zebrafish Oligo V2 4×44 k chip. The data were analyzed using GeneSpring GX (Agilent). D. rerio probes that were differentially expressed in the no-injury and 1dpa-beclomethasone groups compared to the 1dpa-vehicle group with a fold change of ≥ 3 were selected. The differentially expressed genes were clustered into separate functional groups by a corrected p value of less than 0.05 using the gene ontology analysis program in the PANTHER classification system [41]. The microarray dataset discussed in this study can be retrieved as Dataset GSE41618 from the NCBI GEO repository website (http://www.ncbi.nlm.nih.gov/geo/).

### Histology

Whole zebrafish hearts were harvested and then fixed with 2% paraformaldehyde (Merck) at 4°C overnight. The samples were sectioned with cryostat (CM3050S, Leica) at the thickness of 12 µm and stored at −80°C until use. We followed the previously described protocol with some modifications for histological staining [6]. To clearly distinguish the scar tissues from normal tissue, an acid fuchsin-orange G stain (AFOG stain) with omission of acid fuchsin step was used. Cytosol (i.e., normal tissue) should stain orange, and collagen deposition (i.e., scar tissue) should appear bright blue in the sections. For image quantification, largest 2 sections with complete morphologies at the slides were chosen to represent each sample. Acquired images were quantified with the image quantitative software, Image J (National Institutes of Health) [42].

### Bromodeoxyuridine (BrdU) Injection

For the BrdU labeling procedure, the animals were injected intraperitoneally with 10 µl of 20 mM BrdU (Sigma-Aldrich) dissolved in PBS using a Hamilton syringe (26G, Hamilton) [6]. BrdU injection was performed once a day from 6 dpa to 9 dpa; the zebrafish were then sacrificed with their hearts collected at 10 dpa.

### Immunofluorescence Staining

The harvested samples were fixed and sectioned by cryostat as mentioned above. We then followed the previously described protocol for immunofluorescence staining [6]. Primary antibodies used were mouse anti-BrdU (1∶100, Bu20a, Thermo), mouse anti-myosin heavy chain (1∶50, MF-20, DSHB), rabbit anti-myosin light polypeptide 2 (1∶600, GTX128816, GeneTex), rabbit anti-EGFP (1∶600, NB600-308, Novus), and rabbit anti-GATA4 (1∶500, ab61170, abcam). Species-specific secondary antibodies conjugated to DyLight 488 or DyLight 549 (Jackson) were used at a dilution of 1∶200. Nuclei were stained with 5 µg/ml Hoechst 33342 (Invitrogen); F-actin was stained with AlexaFluor546-phalloidin (Invitrogen) at a concentration of 1 unit/ml. Images were captured using a laser-equipped confocal microscope A1R (Nikon) or LSM 510 (Carl Zeiss). For image quantification, the largest 2 to 3 sections with complete morphologies on the slide were chosen to represent each sample; the acquired images were quantified using Image J.

### Statistics

The data were analyzed using SigmaPlot v.10 and expressed as the mean with the standard error of the mean (SEM). Statistical significance was determined by a p value <0.05 using Student’s t-test.

## Supporting Information

Figure S1 **Treatment with ibuprofen also caused impaired cardiac repair in zebrafish.** Blue: scar tissue; Orange: normal tissue. (A, A′) In the vehicle control group, the zebrafish regenerated the injured hearts perfectly 1 month after injury. (n = 3). (B, B′) Persistent exposure to ibuprofen (0.25 µM) hindered the cardiac repair process. Some scar tissue (arrow) was found in the wound instead of renewed cardiomyocytes; obvious blood clots and cellular debris were left at the wound. (arrow head) (n = 5, scale bar = 100 µm). The dashed lines indicate the approximate amputation plane.
(TIF)

Figure S2 **Beclomethasone and ibuprofen treatment efficiently repress the immune responses.** Whole hearts were harvested at 16 hours post ventricular resection. RT-qPCR was conducted to quantify the relative fold of pro-inflammatory genes. Under beclomethasone treatment, the normalized expression level of *il-1β* decreased to 3.9% , *tnf-α* decreased to 15.6%, and *ptgs-2b* decreased to 20.9% of the controls. Under ibuprofen treatment, the normalized expression level of *il-1β* decreased to 4.7% , *tnf-α* decreased to 25.2%, and *ptgs-2b* decreased to 8.8% of the controls. (n = 3) The data represent the mean± SEM, * indicates p<0.05, N.S. indicates no significant difference.
(TIF)

Figure S3 **Microarray analysis identified healing responsive D.** ***rerio*** **probes down-regulated in the impaired healing heart.** Three sets of experimental groups were used to perform the microarray hybridization experiment: no-injury, 1dpa-vehicle, and 1dpa-beclomethasone. The 1dpa-vehicle set was used as a standard to identified genes differentially expressed on fold change of ≥ 3 times. 2857 D. *rerio* probes were up-regulated after cardiac injury. In contrast, 4064 injury responsive probes were down-regulated after beclomethasone treatment. A total of 2288 probes were identified, which represent zebrafish heart transcripts that were up-regulated in response to the injury under normal condition, but significantly inhibited in zebrafish treated with beclomethasone.
(TIF)

Table S1 Gene ontology analysis of the 2288 differential expressed *D. rerio* probes.

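The table sorts the paper's list of probes by biological process. PANTHER assigns each gene to processes, and its test asks whether a process holds more genes of a list than its reference set would give by chance. Broad terms, such as RNA metabolism or immune system process, contain the narrower ones listed with them, such as rRNA metabolic process or macrophage activation, so the same genes can be counted under several terms. The test reads which genes are in the list, not how far each one moved. A term in the table therefore rests on the rule that made the list, here fold changes between single arrays of pooled ventricles.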

(DOC)

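The table gives the primers by which transcripts were amplified and measured with RT-qPCR. The arrays do not use these primers. Array probes are 60 bases long and bind the labelled cRNA of a transcript directly, so a probe and a primer pair can read different parts or splice forms of one gene. The signal of a probe is a brightness, whereas RT-qPCR gives an amount relative to a reference gene.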

Table S2 Primer list for RT-qPCR.
(DOC)

Dataset S1 **List of 2288 healing responsive D. rerio probes that were down-regulated by beclomethasone treatment.**
(XLS)

# Supplementary material for: Treatment of Glucocorticoids Inhibited Early Immune Responses and Impaired Cardiac Repair in Adult Zebrafish
**Source:** PLoS One. 2013 Jun 21;8(6):e66613. doi: 10.1371/journal.pone.0066613
**Supplement:** Table S1 — Gene ontology analysis of the 2288 differential expressed D. rerio probes.

**Table S1**

Gene ontology analysis of the 2288 differential expressed *D. rerio* probes

| **GO Term** | **GO ID** | **P value** | **Child lineage** |
| --- | --- | --- | --- |
| RNA metabolic process | GO:0016070 | 0.0176 | RNA catabolic process |
| mRNA processing |
| mRNA transcription |
| rRNA metabolic process |
| system development | GO:0048731 | 0.0178 | angiogenesis |
| heart development |
| hemopoiesis |
| mammary gland development |
| cell communication | GO:0007154 | 0.0247 | cell-cell signaling |
| signal transduction |
| immune system process | GO:0002376 | 0.0249 | antigen processing and presentation |
| immune response |
| macrophage activation |
| signal transduction | GO:0007165 | 0.026 | cell surface receptor linked signal transduction |
| intracellular signaling cascade |
| cell surface receptor linked signal transduction | GO:0007166 | 0.027 | G-protein coupled receptor protein signaling pathway |
| cytokine-mediated signaling pathway |
| transmembrane receptor protein serine/threonine kinase signaling pathway |
| transmembrane receptor protein/ tyrosine kinase signaling pathway |
| mesoderm development | GO:0007498 | 0.0312 | gut mesoderm development |
| cell-cell signaling | GO:0007267 | 0.0354 | synaptic transmission |
| skeletal system development | GO:0001501 | 0.0407 | (none) |

# Supplementary material for: Treatment of Glucocorticoids Inhibited Early Immune Responses and Impaired Cardiac Repair in Adult Zebrafish
**Source:** PLoS One. 2013 Jun 21;8(6):e66613. doi: 10.1371/journal.pone.0066613
**Supplement:** Table S2 — Primer list for RT-qPCR.

**Table S2**

Primer list for RT-qPCR

| **Gene** | **Ensembl transcript ID** | **Forward primer** | **Reverse primer** | **Product Size(bp)** |
| --- | --- | --- | --- | --- |
| β-*actin* | ENSDART00000141737 | GCTGACAGGATGCAGAAGGA | TAGAAGCATTTGCGGTGGAC | 200 |
| *il-1*β | ENSDART00000015991 | TTGTGGGAGACAGACAGTGC | GATTGGGGTTTGATGTGCTT | 191 |
| *il-8* | ENSDART00000079373 | TGTTTTCCTGGCATTTCTGACC | TTTACAGTGTGGGCTTGGAGGG | 151 |
| *tnf-*α | ENSDART00000025847 | ACAAGGCAATTTCACTTCCA | AGCTGATGTGCAAAGACACC | 194 |
| *ptgs-2b* | ENSDART00000010028 | GGAGCTTTATGCTGGTTTGC | ACATGGCCCGTTGACATTAT | 226 |
| *mpx* | ENSDART00000043961 | TCGTAGTTTGGGCTTTGTGA | TAGCCTCAAACGGGAAAAAG | 213 |
| *lipocortin-1* | ENSDART00000014034 | CGGCCATTCAGAAAGAAACA | CAGTGCGCACAATGACTTTT | 186 |
| *fgfr1a* | ENSDART00000074774 | CTCCCGAAGCTCTGTTTGAC | GCCAACAATCCCTCATCATC | 210 |
| *vegfaa* | ENSDART00000128775 | TTGTGTAGTTCGCTGCACCT | CACTTCTCCACCGAGCTGAT | 203 |
| *pcna* | ENSDART00000076304 | CCCGATTGTGACCCTCTAAA | TTGGAATGAGCAGTTGGACA | 216 |
| *nkx2.5* | ENSDART00000022377 | GCATCAGAGCTTGGTGAACA | ATGCGCACGCATAAACATTA | 172 |
| *wnt16* | ENSDART00000132453 | AATCGCCCAATTATTGCTTG | GCGAACATAACAGCACCAGA | 188 |

How the deposited data were processed for this re-analysis (not part of the article)

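RNA of zebrafish ventricles was measured on 3 Agilent zebrafish Oligo V2 arrays with 60-base probes, 1 array per condition, each with Cy3-labelled cRNA of 10 pooled ventricles. The conditions were no-injury (sham operation), 1dpa-vehicle (resection, 0.002% DMSO) and 1dpa-beclomethasone (resection, 0.25 µM beclomethasone), all taken 1 day after surgery. The deposited scanner files hold, for each spot, an intensity that the authors' Agilent Feature Extraction 10.5.1.1 made by subtracting the background and detrending within the array, without scaling between arrays. They also hold flags for signals well above background and for outlier spots. The deposited series matrix holds log2 values that the authors made with GeneSpring GX; its values equal log2 intensities shifted to each array's 75th percentile and centred on each probe's median over the 3 arrays, a scaling that the paper's text does not name. Its column medians are 0.098 for no-injury and 0 for the other arrays, over 43538 features. The annotation in the files is on build Zv8.

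The 1dpa-vehicle and 1dpa-beclomethasone arrays share a slide, a scan and an extraction protocol, with an extended dynamic range scan. The no-injury array has another slide, scan and protocol, with a single exposure.

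For the main values, control spots were left out, as were spots marked as outliers (6 on no-injury, 10 on 1dpa-vehicle and 15 on 1dpa-beclomethasone). Intensities below 1 were set to 1, put on the log2 scale, averaged over the spots of a probe and reduced by the array's 75th percentile (an intensity of 520.8 on no-injury, 630.6 on 1dpa-vehicle and 707.3 on 1dpa-beclomethasone). In all, 43590 probes were kept on all 3 arrays, and 38010, 35501 and 36762 were well above background on no-injury, 1dpa-vehicle and 1dpa-beclomethasone. The spread between the 5 spots of a repeated probe had a median SD of 0.082, 0.084 and 0.080 (log2) on the same arrays. With 1 array per condition, the number of arrays limits the precision, and the error between pools is unknown. Probes were named by the accession in the files (18734 probes), else by an updated symbol (2748), else by the name in the file (2348); 42 matched several genes and 19731 had no gene name, and these were counted as probes only.

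Comparisons were 1dpa-vehicle against no-injury, 1dpa-beclomethasone against 1dpa-vehicle and 1dpa-beclomethasone against no-injury, at the paper's threshold of 3-fold, without tests. Gene lists (31, from textbook knowledge) covered the paper's inflammatory markers, cytokines and chemokines, neutrophil and macrophage markers, antigen presentation, complement and acute phase, prostanoid and leukotriene enzymes, the interleukin 6 family and JAK-STAT, glucocorticoid-induced genes, angiogenesis, heart development, cell cycle, Wnt genes, rRNA processing, mRNA splicing, extracellular matrix, epicardium, sarcomere, atrium and bulbus arteriosus, red blood cells, lymphocytes, thrombocytes and clotting, liver, skeletal system development, mesoderm development, synaptic transmission, immediate early genes, heat shock, proteasome, ribosomal proteins, mitochondrial respiration and reference genes. Each list's median was placed among 10000 random lists of its size, drawn from 20 bins of mean signal. A list gives a description of these arrays, since genes are not independent replicates. Another 3 lists, of skin and gill epithelium, fast skeletal muscle, and liver enzymes and transporters, were written after the values of the other lists and the largest differences had been seen.

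Lists, thresholds, alternatives and the rule for named genes were fixed before the data were examined, but values of these arrays that the paper gives in Dataset S1 had been seen. Named are the genes the paper names; in each of the first 2 comparisons the 10 largest increases and the 10 largest decreases among genes with at least 2 probes that all go the same way, well above background on both arrays; and of each list described, the 4 members with the largest difference in the direction of its median and up to 2 members at least 3-fold the other way.

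The 12 alternatives were median scaling, no scaling, quantile normalization, cyclic loess, beta-actin scaling, normexp background correction with an offset of 50, no filter with bounds, only probes above background on both arrays, the filter without bounds, neither filter nor bounds, the series matrix values, and the brightest probe of each gene. Scaling on the spike-in controls and a list rule that selects on either comparison were added after the data were seen. The procedure was tested on simulated data: of 200 probes changed among 36554, 94.0% of those changed 4-fold and 100% of those changed 8-fold passed 3-fold, 0% of those changed 2-fold did, and 4 unchanged probes passed. The changed probes were drawn from those well above background on at least 2 arrays. The simulated arrays held spot error alone, without differences between pools, labellings, slides or scans. They therefore give no rate of false calls for the real comparisons. Tools were R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The gene ontology analysis was not repeated, since PANTHER's tables are not among the files. RT-qPCR and imaging have no deposited files and were left out.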

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

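All tests below were chosen after the results they weigh were seen, except the medians of the second liver (-4.51), epithelial (0.702) and fast muscle (0.251) lists, whose genes and outcomes were set down before their values were computed.

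Immediate early genes, a group the paper does not discuss, had a median log2 difference of -1.14 with beclomethasone, at percentile 0 of the random lists. Among the lowest were fosab, egr2a and junba, which act downstream of growth factors and cytokines.

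Genes that glucocorticoids induce in many tissues, for which the paper's text gives no array values, had a median of 0.192 with beclomethasone, at the 99.99th percentile. The median was 0.0581 with median scaling and 0.0916 with spike-in scaling. Of 28 genes, 17 were above 0 and 11 below, with 1 at least 3-fold higher and 1 at least 3-fold lower. The largest were anxa1d (a lipocortin-1 gene) with 2.10, hsd11b2, which inactivates cortisol, with 1.46, klf9 with 1.39 and fkbp5, a chaperone of the glucocorticoid receptor, with 1.32. The inhibitor gene nfkbiaa went the other way with -1.85. Like the epithelial list below, anxa1d was lowest on 1dpa-vehicle in the main values, with -0.642 after injury (0.318 with spike-in scaling). After injury the list was lower, with a median of -0.86 at percentile 0 (0.10 with spike-in scaling): klf9 had -2.51, igfbp1a -2.48, fkbp5 -2.17 and tat -5.74, whereas nfkbiaa had 2.88 and gadd45aa 2.52, and tat and igfbp1a are also made by liver.

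Transcripts of liver were far lower on 1dpa-vehicle than on no-injury, a difference the paper does not report: the liver list's median was -8.91, with 17 of 18 genes at least 3-fold lower, among them fabp10a with -11.7 (signals of 316000 on no-injury and 118 on 1dpa-vehicle), ambp with -10.6 and cp with -9.67; 4 of them are also in the complement list. The tables argue against an effect of the no-injury array's slide, scan and protocol that acts on a probe only through its mean signal. A second list of liver enzymes and transporters, without the first list's genes, had a median of -4.51, and the lowest of 10000 random lists of its size and mean signal had -1.22. That mean is taken over the 3 arrays, so the random genes need not be as bright on no-injury. An effect at that brightness, or through other traits of a probe, was not tested. A candidate explanation is RNA from liver in the no-injury pool, for which the second list's median of -4.51 was the test (18 of 22 genes at least 3-fold lower), with hgd at -6.08, gys2 at -5.54 and tdo2b at -5.13; how many of these genes the ventricle itself expresses is not known from these arrays. A loss of these transcripts from the heart after injury cannot be told apart from it, as both 1dpa arrays differ from no-injury alike (-8.89 for the liver list on 1dpa-beclomethasone) and no second uninjured array exists. The 10 largest decreases after injury among genes with several probes and no bound hold the same kind of gene, from ucp1 with -11.6, cbln8 with -10.7, crp3 with -9.85, afp4 with -9.82 and itih2 with -9.21 to agxta with -8.37, serpinc1 with -8.30, apoa4b.1 with -8.28, apobb.1 with -8.08 and ahsg1 with -7.88.

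More probes were at least 3-fold lower on 1dpa-vehicle than on no-injury (4721) than higher, a direction the paper does not report. The tables leave the processing open as an explanation, since the imbalance depends on the scaling: with median scaling the ratio of lower to higher probes was 0.339. Median scaling raises every difference by the same amount, apart from bounds that enter or leave the comparison (median over all probes from -0.322 to 0.322), so the ratio had to fall. It cannot tell whether scaling to the 75th percentile is the cause. The slide, scan and protocol stay open too, as the 10 spike-in controls, which are meant to be equal on all arrays, differed between the slides by 12.5 times their difference within the slide. RNA from liver in the no-injury pool, the candidate above, would likewise make probes lower on both 1dpa arrays. How many of the 4721 probes it could account for was not counted. An effect of the injury cannot be told apart from these, with a ratio of 2.16 on 1dpa-beclomethasone against no-injury.

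On 1dpa-beclomethasone 308 probes were at least 3-fold higher than on 1dpa-vehicle, a direction the paper does not report, and epithelial and fast muscle genes were among the largest increases, as was the prostaglandin D synthase gene ptgdsb.2. These arrays share a slide, so a difference between slides is absent by design. The spike-ins differed by a median of 0.0558 and by up to 0.438 between them, which argues against a shift of the whole array. Each spike-in value is a median over its spots, so an effect at single spots cannot be seen by it. RNA from skin or gill epithelium, in unequal amounts in the pools, is a candidate explanation: a second epithelial list had a median of 0.702 (22 of 24 genes above 0), with itga6b at 1.89, krt17 at 1.59 (signals of 4210 on 1dpa-vehicle and 14200 on 1dpa-beclomethasone), tp63 at 1.44 and epcam at 1.23, though the bright s100a10b had -0.01. For fast skeletal muscle the second list's median of 0.251 leaves this open, with mylz3 at 1.37, tnni2b.1 at 1.02, myoz1b at 0.99 and ckmb at 0.95. An effect of beclomethasone on these genes cannot be told apart from tissue carried along, since only 1 pool was measured per condition, and against no-injury the epithelial list's median was -0.335 (5.01th percentile). On 1dpa-vehicle against no-injury it was -0.963 (0.04th percentile, 19 of 24 genes below 0), so 1dpa-vehicle was the lowest of the 3 arrays in the main values. That median was -0.336 with median scaling and -0.00224 with spike-in scaling. Under these, 1dpa-beclomethasone against 1dpa-vehicle kept 0.568 and 0.602. Less of this tissue in the 1dpa-vehicle pool and more of it in the 1dpa-beclomethasone pool both stay open.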

How the results depend on the processing

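The alternatives were set before the data were examined, except spike-in scaling and the either-comparison rule, which were added after the values were seen; the last changed only the lists' rule. No paired analysis was possible because each condition has 1 array. Of list medians under the alternatives, 407 after injury and 417 with beclomethasone kept their place inside or outside the random lists' range. Those outside it also kept their direction, while medians inside it could change sign and still count. Heart development after injury did so, with -0.145 in the main values and 0.482 with median scaling. Of the counts, 42 stayed within 1.5-fold. For genes, 2248 and 3290 values moved by less than the spot error, while 1425 and 386 moved by more. For the changes below the cause was not tested.

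With normexp background correction, 1607 probes were at least 3-fold lower after injury, 139 lower and 99 higher with beclomethasone, and 93 were in both lists. Under it the extracellular matrix list after injury stood apart (0.73), the synaptic (-0.34) and immediate early (0.62) lists no longer did, and with beclomethasone lymphocytes did (0.11) and the second liver list did not (0.10).

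With median scaling, 5701 probes were at least 3-fold higher after injury, 1930 lower and 255 in both lists. After injury the red blood cell list stood apart at 0.36, lower than random lists though above 0, and the synaptic (0.47) and mitochondrial (0.44) lists reversed.

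With no scaling, 3465 probes were higher after injury. The red blood cell list stood apart (0.0139), and the synaptic (0.12) and mitochondrial (0.0915) lists reversed after injury, as the mitochondrial list did with beclomethasone (0.16).

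With quantile normalization, 2576 probes were lower after injury. The extracellular matrix (0.67), red blood cell (-0.55) and fast skeletal muscle (-0.36) lists stood apart after injury, and the synaptic list reversed (0.55), as did the mitochondrial list with beclomethasone (0.0563).

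With cyclic loess, 2698 probes were lower after injury. The extracellular matrix (0.54), red blood cell (-0.69) and fast skeletal muscle (-0.64) lists stood apart after injury, and the synaptic list (0.42) and, with beclomethasone, the mitochondrial list (0.0651) reversed.

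With beta-actin scaling, 514 probes were higher with beclomethasone. There, small medians reversed for complement (0.0752), angiogenesis (0.0742), rRNA processing (0.0474), heat shock (0.0879), proteasome (0.065) and mitochondrial (0.25) genes, while their percentiles among random lists stayed outside the range.

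With no filter but bounds, the red blood cell list stood apart after injury (-0.26), while the synaptic list after injury (-0.12) and, with beclomethasone, complement (-0.11) and the second liver list (0.18) no longer did, and lymphocytes with beclomethasone did (0.21). With probes above background on both arrays, the interleukin 6 (0.37) and synaptic (-0.55) lists after injury no longer stood apart, and the red blood cell list after injury (-0.26), lymphocytes (0.29) and mesoderm development (0.21) with beclomethasone did, while fast skeletal muscle with beclomethasone (0.17) no longer did. With the filter and no bounds, 523 probes were higher with beclomethasone.

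With neither filter nor bounds, 466 probes were lower and 676 higher with beclomethasone. The red blood cell list stood apart after injury (-0.26), complement (-0.14) and the second liver list (0.20) with beclomethasone no longer did, and the mitochondrial median with beclomethasone changed sign (6.42e-06). With the series matrix values, the counts were 466 and 660, with the red blood cell list at -0.26, complement at -0.14 and the second liver list at 0.20 changed alike.

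With the brightest probe of each gene, the extracellular matrix (0.84), epicardium (0.95), red blood cell (-0.23) and reference gene (-0.33) lists stood apart after injury and the synaptic list (-0.37) did not, and mRNA splicing (-0.13) and mesoderm development (0.21) stood apart with beclomethasone while the second liver list (0.23) did not. The ribosomal gene rpl36, whose probes disagree, reversed after injury (-1.89).

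With spike-in scaling, 8513 probes were higher after injury, 1284 lower and 259 in both lists. After injury the glucocorticoid-induced (0.10), atrium (0.0918), synaptic (0.80), ribosomal (0.14) and mitochondrial (0.77) lists reversed, and the red blood cell list stood apart (0.70). With the either-comparison rule on the series matrix values, the lists lower with beclomethasone and in both comparisons held 4064 and 2288 probes.

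Signal over background limits the dim probes: 4276 of the differences after injury and 2394 of those with beclomethasone were bounds, and such values give a direction, not a rank.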

Differences from the paper's values

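The paper gives 4064 probes at least 3-fold lower on 1dpa-beclomethasone than on 1dpa-vehicle, and here 292 were. It gives 2288 probes in both lists, and here 169 were. For both counts, the values differ under each alternative that was set before the data were examined and that counts probes, at the paper's stated threshold: 139 to 466 probes were lower with beclomethasone, and 93 to 255 were in both lists. A rule chosen after seeing the values reaches all 3 of the paper's counts on the series matrix values: taking probes at least 3-fold apart in either direction in either comparison (9447), 2857 are higher on 1dpa-vehicle than on no-injury by any amount, 4064 are higher on 1dpa-vehicle than on 1dpa-beclomethasone by any amount, and 2288 are both. Of these 2288, 365 were at least 3-fold lower on 1dpa-beclomethasone, 2156 at least 3-fold higher after injury and 233 both, and 1365 were less than 1.5-fold lower on 1dpa-beclomethasone, with a median of 1.35-fold over all 2288.

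The paper's Dataset S1, in the copy at hand, lists 1997 probes with the paper's own ratios. There, 1632 have a ratio of 1dpa-vehicle to 1dpa-beclomethasone under 3, down to 1.08 with a median of 1.44, 132 have a ratio of 1dpa-vehicle to no-injury under 3, and 233 are at least 3-fold in both. For 30 ratios of the genes named in the paper's text, its values and those here differ by less than the error of the spots.

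The paper describes fgfr1a, vegfaa and pcna as rapidly up-regulated after injury and down-regulated with beclomethasone. It also measured these genes by replicated RT-qPCR on the same day, where each was lower with beclomethasone. Here vegfaa passed 3-fold in both comparisons, though with beclomethasone it was 2.90-fold lower with no scaling and 2.72-fold lower with beta-actin scaling; fgfr1a was 1.27-fold higher after injury at its probe with signal on both arrays and 5.32-fold lower with beclomethasone, where its signal was not well above background, or 1.96-fold lower with normexp background correction; and pcna was 1.48-fold and 3.23-fold higher and 1.31-fold and 1.32-fold lower at its probes. For the 5 inflammatory markers the paper reports lower values on the arrays, and here all 5 were lower, mpx by under 3-fold at each measured probe. On the arrays tnfa was 2.14-fold higher after injury. By RT-qPCR of whole hearts the paper also found the markers lower with beclomethasone, and its rise of tnfa on the same day was larger. The paper names heart development among the processes inhibited by beclomethasone. Here 16 of 40 genes of a heart development list were below 0 with beclomethasone, with a median log2 difference of 0.11, and of the angiogenesis list 32 of 52 were below 0. For skeletal system and mesoderm development, which the paper counts among the processes affected, 17 of 36 and 15 of 33 genes were below 0. For these processes the measures are unlike. The paper's rest on a PANTHER test of its selected probes, while the counts here cover all measured genes of lists from textbook knowledge. Such counts cannot decide whether a process is enriched among the paper's probes.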

Other observations

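Genes of the contracting heart muscle were lower on 1dpa-vehicle than on no-injury, among them cmlc1 and myl7, the light chains of cardiac myosin, ttnb, the spring protein titin, and the troponin gene tnni4a. Genes of red blood cells, such as the globin gene hbba2 and slc4a1a, an ion exchanger of their membrane, were higher with beclomethasone. Genes of ribosomal proteins such as rpl19, and of respiration such as cox6a2, were lower after injury than random genes of their brightness. Genes of clotting went both ways after injury: f13a1a.1, the factor that crosslinks fibrin, was lower and fermt3b, which activates platelet integrins, was higher.

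Of 31 sarcomere genes, 8 were at least 3-fold lower after injury, with a median log2 difference of -1.05 at percentile 0 of the random lists (-0.42 with median scaling and -0.09 with spike-in scaling). The light chain genes cmlc1 and myl7 had -2.53 and -1.94, tnni4a -2.45, and ttnb -2.38 with probes from -4.31 to -1.30. With beclomethasone the median was 0.16 at the 100th percentile, with tpma at 1.23, tnnt2d at 1.09, tnni4a at 0.61 and myom1a at 0.60; the fast skeletal muscle list moved the same way (0.251, 99.48th percentile, 18 of 22 genes above 0). Among 8 genes of atrium and bulbus arteriosus the median after injury was -0.87 at the 0.16th percentile (0.0918 with spike-in scaling), with myh6 at -1.55, acta2 at -1.16, fbln5 and mylka at -1.03 each; with beclomethasone it was 0.05 at the 90.8th percentile (-0.08 with median scaling).

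Very bright transcripts share this direction after injury, and their slide and scan differ. Of 71 ribosomal protein genes 65 were below 0 (median -0.83, percentile 0; 0.14 with spike-in scaling), with rpl19 at -2.86, rps28 at -2.55, rpl23a at -1.85 and rps12 at -1.78, while rpl36 had 1.71 with probes from -1.89 to 3.18. Of 69 respiration genes 42 were below 0 (median -0.19, 0.01th percentile; 0.44 with median scaling and 0.09 with no scaling), with ogdha at -2.46, cox6a2 at -2.26, atp5f1b at -1.49 and cox4i1 at -1.42. Among reference genes, gapdh had -2.32, eef1a1l1 -2.23, ubb -1.33 and rplp0 -1.10, and tuba1a 1.88 and gapdhs 1.63, with a median of -0.14 at the 3.70th percentile (0.48 with median scaling). All 10 spike-in controls were lower on 1dpa-vehicle than on no-injury, from -2.25 to -0.28. With beclomethasone the medians were -0.05 for ribosomal proteins (79.7th percentile), 0.00 for respiration (98.8th percentile) and -0.03 for reference genes (74.2th percentile), each on the other side of 0 with beta-actin scaling (0.21, 0.25 and 0.23).

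Of 18 red blood cell genes, 17 were above 0 with beclomethasone, with a median of 0.40 at the 100th percentile: hbba2 had 1.32, hbbe2 1.2, slc4a1a 0.79 and hbae1.1 0.70. After injury the median was -0.26 at the 3.01th percentile (0.36 with median scaling), with hbba2 at -2.68, hbaa2 at -1.81 and cahz at -0.76. Lymphocyte genes had medians of -0.59 after injury (40.3th percentile; 0.04 with median scaling) and 0.26 with beclomethasone (95.4th percentile), with lck at -1.12 and 0.96 and il7r at -1.62 and 1.03. Thrombocyte and clotting genes had -1.08 after injury (0.02th percentile) and 0.04 with beclomethasone (65.9th percentile; -0.09 with median scaling). After injury f13a1a.1 had -2.68, itgb3b -1.87, itgb3a -1.71 and serpinc1, a liver product, the lowest value, while fermt3b had 1.91 and tfpi2 1.73.

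Of 18 epicardium genes, 4 were at least 3-fold higher after injury and 2 lower, with a median of 0.41 at the 75.8th percentile: fn1a, a fibronectin, had 2.62, aldh1a2, which makes retinoic acid, 2.00, cldn11a 1.71 and krt18a.1 1.63. With beclomethasone the median was 0.08 at the 91.9th percentile (-0.06 with median scaling), with jam2b at 0.88 and fn1a at -1.15. The proteasome list's median with beclomethasone was -0.19 (0.16th percentile; 0.07 with beta-actin scaling) and that of heat shock genes -0.17 (0.64th percentile; 0.09 with beta-actin scaling), with hsp70l at -0.94 and bag3 at -0.90. The liver list had 0.07 with beclomethasone (79.2th percentile; -0.07 with median scaling) and the second liver list 0.25.

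Genes that the paper followed by other means have these array values after injury and with beclomethasone. It measured lipocortin-1, which it reports as increased with beclomethasone, and nkx2.5 by RT-qPCR of whole hearts, with beta-actin as the reference. GATA4 was stained as a protein at a later day, and the lyz and fli1a promoters drove fluorescent reporters. For these last genes the measure, and for GATA4 and fli1a also the day, differ from the arrays. For lipocortin-1, anxa1a had 1.63 (probes at 0.72 and 2.55) and -0.18 (0.07 with beta-actin scaling), anxa1b -0.69 (0.27 with spike-in scaling) and 1.30, and anxa1d -0.64 (0.32 with spike-in scaling) and the value given above. The cardiac genes nkx2.5 and gata4 had 0.16 and -0.03 with beclomethasone, where gata4 had 0.22 with beta-actin scaling, and nkx2.5 had 0.25 after injury (-0.44 with cyclic loess). The phagocyte gene lyz had 0.70 (0.11 with quantile normalization and just below 0 with cyclic loess) and -0.33, and fli1, of endothelium, 0.26 with probes from -0.58 to 0.77, and -0.10 (0.16 with beta-actin scaling). The beta-actin genes actb1 and actb2 had -0.53 (0.10 with median scaling) and 0.23 (-0.35 with cyclic loess) after injury, and 0.02 (-0.11 with median scaling) and -0.39 with beclomethasone.

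On 1dpa-beclomethasone against no-injury, 1787 of 39057 probes were at least 3-fold higher and 3860 lower. Some lists were nearer to no-injury than on 1dpa-vehicle: the cytokine list had a median of 0.48, the inflammatory markers 0.43, immediate early genes 0.42, neutrophil and macrophage markers 1.37 and cell cycle genes 0.70. Antigen presentation genes, with -0.41 against 0.15 on 1dpa-vehicle, and complement and acute phase genes, with -5.74 against -4.88, were farther from it. For antigen presentation this depends on the scaling. On 1dpa-vehicle its median was 0.43 with no scaling, 0.78 with median scaling and 1.11 with spike-in scaling. With beclomethasone it was below 1dpa-vehicle under each of them, so it may then lie nearer to no-injury. The complement list holds liver products, so liver RNA in the no-injury pool, left open above, bears on both of its medians. In each, 6 of 19 values were bounds. On 1dpa-beclomethasone against 1dpa-vehicle the list's median was only -0.18.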
